# The intervening domain is required for DNA-binding and functional identity of plant MADS transcription factors

**DOI:** 10.1038/s41467-021-24978-w

**Published:** 2021-08-06

**Authors:** Xuelei Lai, Rosario Vega-Léon, Veronique Hugouvieux, Romain Blanc-Mathieu, Froukje van der Wal, Jérémy Lucas, Catarina S. Silva, Agnès Jourdain, Jose M. Muino, Max H. Nanao, Richard Immink, Kerstin Kaufmann, François Parcy, Cezary Smaczniak, Chloe Zubieta

**Keywords:** Plant morphogenesis, Plant molecular biology, X-ray crystallography

## Abstract

The MADS transcription factors (TF) are an ancient eukaryotic protein family. In plants, the family is divided into two main lineages. Here, we demonstrate that DNA binding in both lineages absolutely requires a short amino acid sequence C-terminal to the MADS domain (M domain) called the Intervening domain (I domain) that was previously defined only in type II lineage MADS. Structural elucidation of the MI domains from the floral regulator, SEPALLATA3 (SEP3), shows a conserved fold with the I domain acting to stabilise the M domain. Using the floral organ identity MADS TFs, SEP3, APETALA1 (AP1) and AGAMOUS (AG), domain swapping demonstrate that the I domain alters genome-wide DNA-binding specificity and dimerisation specificity. Introducing AG carrying the I domain of AP1 in the Arabidopsis *ap1* mutant resulted in strong complementation and restoration of first and second whorl organs. Taken together, these data demonstrate that the I domain acts as an integral part of the DNA-binding domain and significantly contributes to the functional identity of the MADS TF.

## Abstract (web summary)

MADS transcription factors regulate multiple aspects of plant development. Here the authors show that the intervening I domain is conserved in both type I and type II plant MADS lineages and contributes to the functional identity of the protein by influencing both DNA binding activity and dimerisation specificity.

## Introduction

The MADS-box genes, named after founding members *MINICHROMOSOME MAINTENANCE1* (*MCM1*, *Saccharomyces cerevisiae*), *AGAMOUS* (*AG*, *Arabidopsis thaliana*), *DEFICIENS* (*DEF*, *Antirrhinum majus*), and *SERUM RESPONSE FACTOR* (*SRF*, *Homo sapiens*), are an ancient gene family present before the ancestral split of animals, plants and fungi^1–4^. Prior to the divergence of eukaryotes into different kingdoms of life, the MADS gene family underwent a duplication event giving rise to two main lineages, the *SRF*-like and *MEF2*-like lineages, which correspond to the type I and II MADS genes in plants, respectively^5,6^. While these two MADS lineages both encode a highly conserved ~60 amino acid MADS-box DNA-binding domain (DBD) that recognises a CArG-box motif (CC-“Adenine rich”-GG), DNA-binding preferences are slightly altered due to amino acid changes in the MADS-box domain specific to each lineage^7–10^. In addition to changes in amino acids important for direct base readout, the region C-terminally adjacent to the MADS-box domain varies based on sequence alignments and available structural data for mammalian and fungal SRF-like and MEF2-like MADS transcription factors (TFs). These carboxyl-terminal sequences have been shown to be important for dimerisation and DNA binding although they do not directly contact the DNA^4,7,11^. While the MADS genes are ubiquitous in extant eukaryotes, they have undergone a significant expansion in plants, with angiosperms possessing tens of type I SRF-like and type II MEF2-like MADS genes that fulfil diverse physiological roles.

The plant type I MADS genes generally consist of one or two exons and encode TFs comprised of the MADS-box DBD and a variable C-terminal domain. The type I genes are further subdivided into three subfamilies, Mα, Mβ and Mγ, with preferential interactions between subfamilies forming heterodimeric complexes^12,13^. While generally expressed at very low levels in a tissue-specific manner, the type I genes have been shown to be important in plant reproduction and speciation, with crucial roles in female gametophyte, embryo and endosperm development^14,15^. In contrast to the simple one or two exon composition and protein structure of the type I MADS, the type II genes consist of 5–8 exons and encode TFs with a modular four-domain structure, called “MIKC”^16–18^. The MIKC domains refer to M, for MADS DBD, I for the dimerisation specifying Intervening domain, K for the coiled-coil keratin-like domain involved in dimer and tetramer formation and C for the variable C-terminal domain important for transactivation and higher-order complex formation. The type II MADS are further subdivided into the MIKC* and MIKC^C^ subfamilies based on the structure of the I domain, with dimerisation mainly occurring within the same subfamily, but not between subfamilies^19–21^. While all MADS TFs are believed to form dimeric complexes in order to bind DNA, the type II MADS TFs are able to tetramerise via the K domain, greatly expanding the number of possible MADS complexes that can be formed^22–24^. The diversity of heteromeric complexes the type II MADS form is hypothesised to be directly tied to their functional diversity^25^. The type II MADS play well established roles in many developmental processes including meristem identity, flowering time, fruit and seed development and floral organ identity^26^.

The MADS TFs involved in floral organ specification are arguably the most well-studied MADS family members and provide an ideal model to examine function in planta. Elegant in vitro and in vivo experiments dating back decades have tried to address the question of how plant MADS TFs achieve their DNA-binding specificity and functional diversity in the context of flower and floral organ development^27,28^. Four classes of MIKC MADS TFs, class A, B, C and E, are necessary for floral organ identity. The A + E class specify sepals, the A + B + E petals, A + C stamen and C + E carpels. In *Arabidopsis*, these correspond to APETALA1 (AP1, A class), APETALA3 (AP3, B class) and PISTILLATA (PI, B class), AG (C class) and the four SEPALLATAs (SEP1 -4, E class). The generation of chimeric MADS TFs with swapped M domains from AP1, AP3, PI and AG demonstrated that the MADS domains of these proteins were interchangeable with respect to their in vivo function^28,29^. Even swapping in portions of human or yeast M domains, which did alter in vitro DNA binding, did not alter the function of the MADS proteins in vivo, suggesting that the physiological function of these proteins seems to be independent of the DBD^29^. Thus, tetramerisation in MIKC MADS TFs came under scrutiny as a potential determinant of DNA-binding syntax by selecting for two-site DNA binding constrained by specific intersite distances^30,31^. More recent studies of a tetramerisation mutant of SEP3 revealed that while tetramerisation contributed to in vivo function, in vitro changes in DNA-binding specificity genome-wide were more limited, putatively affecting a relatively small number of key gene targets whose regulation depends on specific spacings between CArG-box binding sites^31,32^. Thus, the fundamental question of how plant MADS TFs are able to recognise different DNA sequences critical for the regulation of different target genes, with apparently interchangeable DBDs, is still not fully resolved.

In this work, we performed structural, biochemical, genome-wide binding and in vivo studies focusing on the role of the Intervening domain. We demonstrate that an I-like domain is present in both type I and type II plant MADS TFs and that this region is required for DNA binding, affects DNA-binding specificity and alters dimerisation specificity in vitro and in yeast assays. Seq-DAP-seq experiments comparing SEP3-AG and SEP3-AG^IAP1^, a chimera with the I domain from AG replaced by the I domain of AP1, revealed unique binding sites for each complex, changes in preferred site spacing and a loss of carpel and fourth whorl-specific targets for the chimeric protein. Using these same floral organ identity MADS TFs to probe in vivo function of the I domain, different chimeric constructs were introduced into the *ap1* background. Interestingly, replacing the I domain of *AG* with that of *AP1* was sufficient to confer the majority of *AP1* functions in planta including sepal and petal identity in the first and second whorls. Taken together, these data illustrate the importance and multiple roles of the I domain in DNA-binding and in planta function.

## Results

### Structure of the SEPALLATA3 MI domain

The MADS-box and I domain of SEP3 (SEP3^MI^, residues 1–90) was used in structural studies as this construct has been shown to be dimeric in solution and to bind DNA in a sequence specific manner^33^. SEP3^MI^ crystallised in space group C222_1_ with four monomers per asymmetric unit and diffraction to 2.1 Å (Table 1). The first 18 amino acids, which are predicted to have no defined secondary structure, were disordered as were the 17 C-terminal amino acids, and no electron density was interpretable for these portions of the protein in any of the molecules. Each monomer adopts the same secondary and tertiary structure with an N-terminal alpha helix (α1; aa 18–40) and two antiparallel beta strands (β1; aa 44–48 and β2; aa 55–58). These elements make up the core MADS DBD and are conserved in the MEF2 and SRF-like MADS TFs (Fig. 1a, b). C-terminal to the beta strands is a short loop followed by an alpha helix which is contributed by the I domain (α2; aa 63–73). The orientation of the C-terminal alpha helix differs between MEF2 (PDB codes 1EGW, 1C7U, 1TQE, 3KOV) and SRF-like MADS TFs (PDB code 1HBX), with SEP3^MI^ resembling the MEF2 structure. Overall, SEP3^MI^ adopts the MADS/MEF2 fold, as predicted for type II plant MADS TFs.

**Table 1:** Data collection and refinement statistics.

	SEP3^MI^
*Data collection*	
Space group	C222_1_
Cell dimensions	
*a*, *b*, *c* (Å)	67.4, 67.4, 122.6
α, β, γ (°)	90, 90, 90
Resolution (Å)	48.-2.10 (2.16–2.10)^a^
*R*_sym_ or *R*_merge_	8.4 (130)
CC_1/2_	99.8 (56.4)
*I*/σ*I*	15.2 (1.49)
Completeness (%)	99.0 (95.6)
Redundancy	6.0 (4.1)
*Refinement*	
Resolution (Å)	47.7–2.10
No. reflections	16519
*R*_work_/*R*_free_ (%)	20.4/23.6 (32.8/34.2)^a^
No. of atoms	1880
Protein	1814
Ligand/Ion	0
Water	66
*B* factors	
Protein	55.5
Water	53.6
R.m.s. deviations	
Bond lengths (Å)	0.008
Bond angles (°)	1.24

^a^Highest resolution shell.

**Fig. 1:**
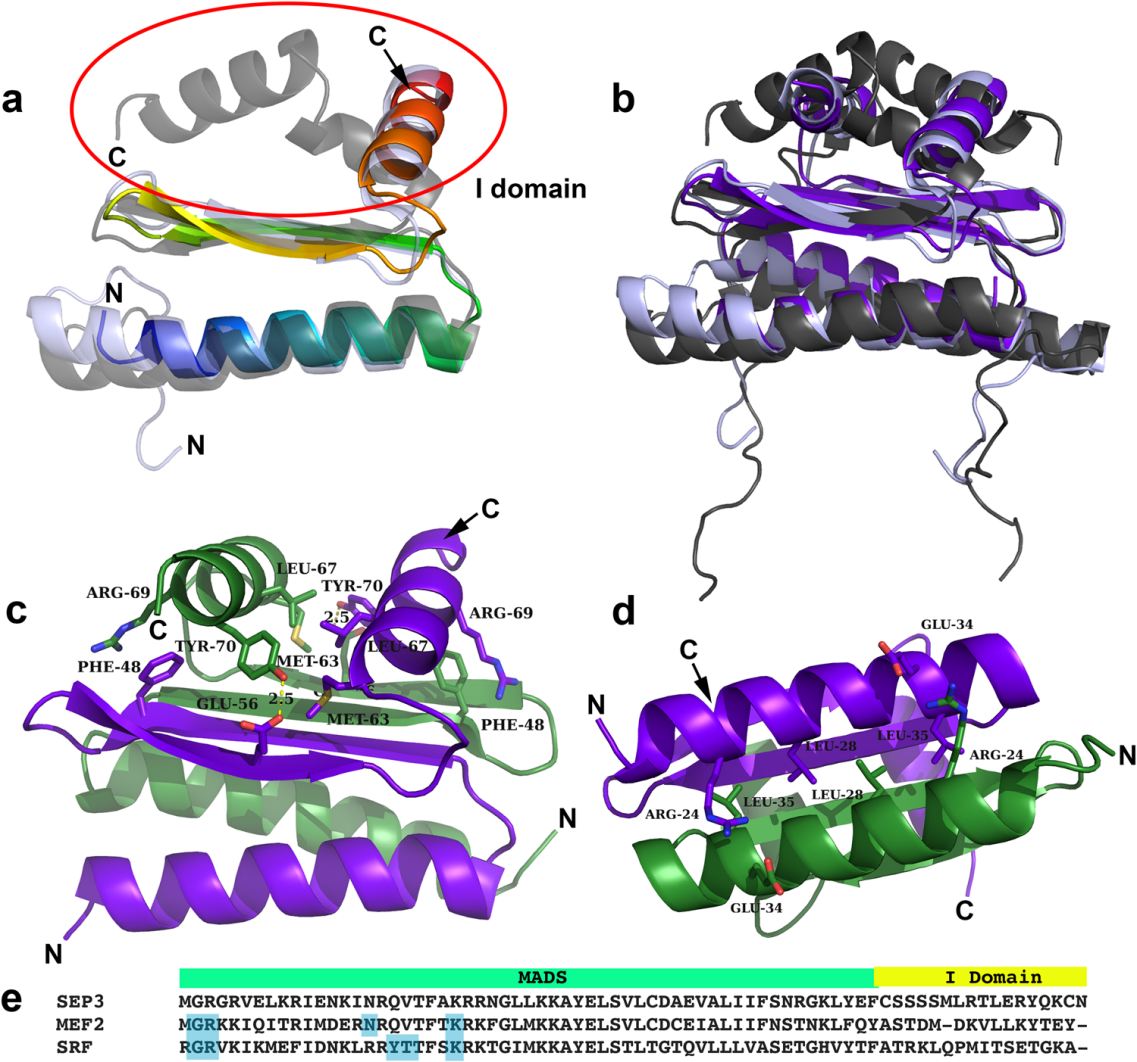
Structure and sequence of the SEP3 MI domain and corresponding SRF and MEF2 regions. **a** Overlay of SEP3 dimer (rainbow) and SRF (1HBX) dimer (grey). The I region (circled in red) is alpha helical for both structures, however the contacts with the M domain differ. N and C-termini are labelled. **b** Overlay of SEP3 (dark purple) and MEF2A (3KOV, light purple) and SRF (gray) demonstrating the different conformations of the I region in the type II (MEF2-like) and I (SRF-like) MADS TFs, orientation as per **a**. **c** SEP3 dimer with one monomer in purple and one in green with N- and C-termini labelled. Amino acids important for interactions between I domains and between M and I domains are labelled and drawn as sticks. Hydrogen bonds are shown as dashed yellow lines. **d** View of the I domain with intermolecular interactions from the N-terminal alpha helices shown. **e** Partial sequence alignment of SEP3 (accession NP564214.2), MEF2 (accession AAB25838.1) and SRF (accession P11831) corresponding to the region in the crystal structure of SEP3. Residues directly contacting the DNA for MEF2 and SRF are highlighted in blue.

Each SEP3^MI^ monomer dimerises via extensive contacts between the pairs of alpha helices and beta strands from each partner, with dimerisation required for DNA binding. In the structure, all dimers were formed by crystallographic symmetry, with dimerisation burying over 25% of the total surface area of the molecule (Fig. 1)^34^. The dimer interface includes hydrophobic interactions between residues in the N-terminal DNA-binding alpha helices, Leu28 and Leu35, and pairs of salt bridges between Glu34 and Arg24 (Fig. 1d). The formation of a four-stranded antiparallel beta sheet further stabilises the quaternary structure of SEP3 with interactions bridging the N-terminal DNA-binding helices and the C-terminal I domain helices. The I domain helices sandwich the beta sheet and lie perpendicular to the DNA-binding helices of the MADS-box domain. The I domain is anchored to the beta sheet via hydrogen bonding interactions between Glu56 and Tyr70 and pi–cation interactions between Phe48 and Arg69 of the partner monomers. Each I domain helix also interacts with its dimer partner helix via hydrophobic interactions mediated by Leu67, Tyr70 and Met63 (Fig. 1c). These residues are highly conserved in all MIKC MADS TFs from *Arabidopsis*, suggesting that the interactions are also conserved and likely important for structural stability of plant MADS TFs. Mutations R69L (present in APETALA3), R69P (present in FLOWERING LOCUS M-delta) and Y70E (present in FLM-delta) destabilised SEP3^MI^ based on thermal shift assays, as predicted from the structural data (Supplementary Fig. 1).

SEP3^MI^ was crystallised without DNA, however, multiple DNA-bound structures of the closely related MEF2 protein are available for comparison. Structural alignment of SEP3^MI^ with the corresponding MEF2 structure reveals a RMSD of 0.942 Å^2^, underscoring the conservation in the MADS/MEF2 domains with the MADS/I domains of SEP3^MI^ (Fig. 1a, b). The residues directly contacting the DNA are contributed from the flexible N-terminus and the N-terminal helix of the MADS-box domain, with no direct contacts from the MEF2/I domain (Fig. 1e). These DNA-binding residues are highly conserved in SEP3 even though MEF2 recognises a YTA(A/T)_4_TAR sequence (Y = pyrimidine, R = purine), whereas SEP3 recognises a classic CArG-box motif (CC(A/T)_6_GG). The differences in DNA-binding specificity of the MEF2-like MADS TFs coupled with the high conservation of sequence and structure of the MADS-box domain itself suggest allosteric contributions from the MEF2/I domain may play a role in DNA binding. Indeed, examining the DNA binding of the I domain mutants R69L, R69P and Y70E demonstrated that these single point mutations were sufficient to abrogate the DNA-binding activity of the full-length SEP3 based on electrophoretic mobility shift assays (EMSAs) (Supplementary Fig. 1).

### Type I and II MADS possess I-like domain sequences required for DNA binding

Structural and mutagenesis data suggest that the MEF2/I domain is critical for stability and DNA binding of type II MADS TFs. The type I plant MADS TFs do not possess an I or MEF2 domain and are more closely related to the SRF-type MADS TFs. However, the structure of SRF (PDB 1HBX) reveals a similar alpha helical region C-terminal to the MADS-box domain, albeit with a different orientation of helices from the MEF2/I domain (Fig. 1a). Protein sequence alignment of the 106 MADS TFs from *Arabidopsis* reveals that 104 of the 106 sequences possess ~15 amino acids C-terminal to the MADS domain that are structurally conserved and predicted to form alpha helices with similar physicochemical properties (Fig. 2a). In particular, positions including Arg69 and Tyr70 in SEP3 that are important for I domain anchoring to the M domain are conserved in both type I and type II MADS, while a high degree of sequence variation in the non-alpha helical region is observed (Fig. 2a and Supplementary Fig. 2). This suggests that these ~15 amino acids in type I MADS TFs may act as an I-like alpha helical domain and stabilise the structure of the DBD and influence DNA-binding specificity or both.

**Fig. 2:**
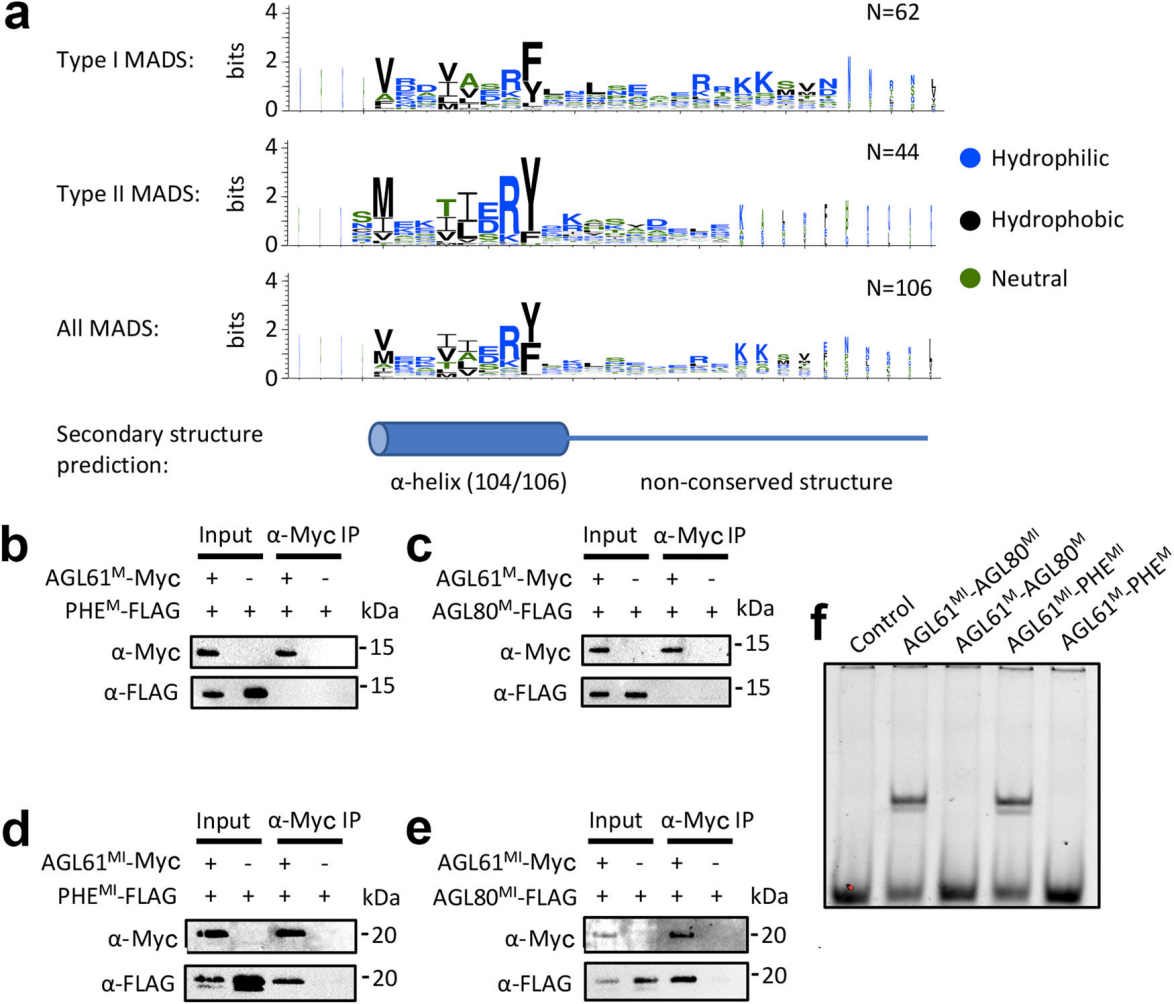
Type I MADS possesses I domain-like region which is required for both dimerisation and DNA binding. **a** Amino acid enrichment of the I region (~30 amino acids C-terminal to the M domain) of type I, type II and all MADS TFs, logos generated with WebLogo^77^. The overall height of the stack in each position indicates the sequence information content at that position, while the height of the amino acid symbols within the stack indicates the relative frequency at each position. The MADS TF sequences are taken from The Arabidopsis Information Resource (www.arabidopsis.org). **b**, **c** Pull-down assay showing that M domain of AGL61 (AGL61^M^) does not interact with the M domain of PHE (PHE^M^) or AGL80 (AGL80^M^). **d**, **e** Pull-down assay showing that the M domain plus the I-like region of AGL61 (AGL61^MI^) interacts with the MI region of PHE (PHE^MI^) and AGL80 (AGL80^MI^). All assays were performed twice and a representative blot is shown. **f** EMSA assay showing that heterodimers AGL61^MI^-AGL80^MI^ and AGL61^MI^-PHE^MI^ shift a DNA sequence containing a canonical CArG-box binding site from the *SEP3* promoter, while their corresponding constructs without the I region do not exhibit any binding. All EMSAs were performed at least twice and a representative gel is shown.

To further determine the role of the alpha helical region adjacent to the M domain in both type I and II MADS (called for simplicity the I region hereafter), we performed pull-down experiments and EMSAs for representative MADS TFs from *Arabidopsis*. We chose AGAMOUS-LIKE 61 (AGL61) from subclass Mα and AGAMOUS-LIKE 80 (AGL80) and PHERES1 (PHE1) from subclass Mγ for type I MADS TFs, as interaction patterns of these have been previously studied^35,36^. Pull-down experiments revealed that the M + I region of AGL61 (AGL61^MI^) interacts with the M + I region of AGL80 (AGL80^MI^) or PHE1 (PHE1^MI^), while the M domains alone are not sufficient for interaction (Fig. 2b–e), suggesting that the I region in type I MADS TFs is required for stable dimerisation. Consistent with this, EMSAs show that while heterodimers of AGL61^MI^-AGL80^MI^ and AGL61^MI^-PHE1^MI^ bind to a canonical CArG-box motif, the M domains alone exhibit no DNA binding (Fig. 2f).

For the type II MADS TFs, we generated M domain and MI domain constructs for SEP3, AP1 and AG. In *Arabidopsis*, SEP3-AP1 containing MADS TF complexes define first and second whorl flower organs (sepal and petals), whereas SEP3-AG containing complexes are required for third and fourth whorl (stamen and carpel) flower organ identity. We focused on these MADS TFs as their heterocomplex formation, DNA-binding specificity and in vivo activity are well understood^10,13,22,37–41^. As expected, the MI domain of SEP3 interacts with that of AP1 and AG (Fig. 3d–f). However, in contrast to the type I MADS, the M domain of SEP3 is able to pull down the M domains of AP1 and AG (Fig. 3a, c). As AG possesses an N-terminal 16 amino acid extension, constructs with and without these amino acids were tested. Both constructs were able to interact with the M domain of SEP3 (Fig. 3a, b). Thus, unlike the type I MADS TFs tested, the M domain alone of the type II MADS TFs tested was sufficient for protein–protein interaction. However, the M domains alone of SEP3-AP1 and SEP3-AG were unable to bind a canonical CArG DNA motif in EMSA experiments (Fig. 3g, h), suggesting that the M domain of type II without the I domain is not sufficient to form a stable dimer for DNA binding. In contrast, homo and heterodimers of the MI domains of SEP3, SEP3-AP1, AP1, AG and SEP3-AG were all able to bind DNA under our experimental conditions (Fig. 3g, h). Taken together, these data suggest that the I domain, while possessing no direct interactions with DNA, is essential for DNA binding for both type I and type II MADS TFs, likely by stabilising the MADS TF dimer.

**Fig. 3:**
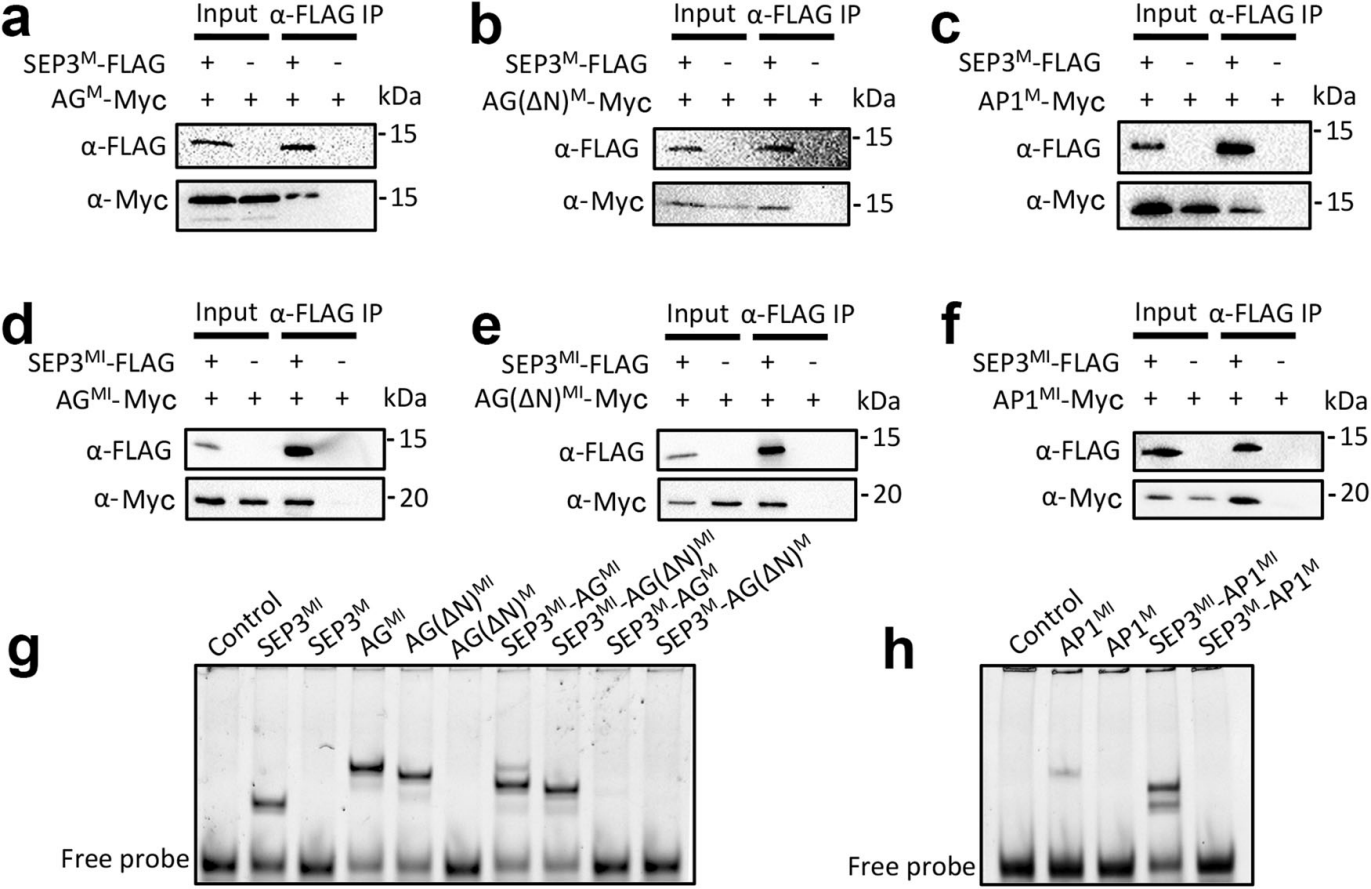
Type II MADS TFs require the I domain for DNA binding but not dimerisation. **a**–**c** Pull-down assay showing that the M domain of SEP3 (SEP3^M^) interacts with the M domains of AG (AG^M^), AG with the first 16 N-terminal amino acids deleted (AG(∆N)^M^) and AP1 (AP1^M^), respectively. **d**–**f** Pull-down assay showing that the MI domain of SEP3 (SEP3^MI^) interacts with the MI domain of AG^MI^, AG(∆N)^MI^ and AP1^MI^, respectively. All assays were performed twice and a representative blot is shown. **g**, **h** EMSA assay showing that homodimers from SEP3^MI^, AG^MI^, AG(ΔN)^MI^ and AP1^MI^ and heterodimers SEP3^MI^-AG^MI^, SEP3^MI^-AG(∆N)^MI^ and SEP3^MI^-AP1^MI^ shift a DNA sequence containing a canonical CArG-box binding site (as per Fig. 2), while their corresponding constructs without the I domain cannot, suggesting that the I domain in type II MADS TFs is required for DNA binding. All EMSAs were performed at least twice and a representative gel is shown.

### Impact of the I domain on DNA-binding specificity and intersite spacing

To further explore the role of the I domain in DNA-binding specificity, we focused on the floral organ identity-specifying MADS TFs, SEP3, AP1, AG and a chimeric version of AG, in which the AG I domain was replaced with the AP1 I domain (AG^IAP1^). Using sequential DNA-affinity purification of the full-length proteins followed by sequencing (seq-DAP-seq)^31^, we determined the DNA binding of the heteromeric complexes of SEP3-AG^31^ and SEP3-AG^IAP1^ (this study). 

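In seq-DAP-seq, 2 tagged proteins are made together in vitro and purified one tag after the other, so that only complexes holding both proteins are kept, and the complex is then incubated with a library of sheared Arabidopsis genomic DNA whose bound fragments are sequenced. For SEP3-AG IAP1, SEP3 carried a FLAG tag and AG IAP1 a Myc tag. The experiment was done in 3 replicates, with input DNA as the control for peak calling. The data examined here are the authors' consensus peak list of the 3 SEP3-AG IAP1 replicates, which gives a chromosome, a start and an end for each bound region and no height, read count, fold enrichment or p-value. As the replicates were already combined, no spread between replicates can be computed, and the binding intensities were not analysed here. The peaks of SEP3-AG were not used here. The depth comes from the paper's Supplementary Table 1, which lists 23215368, 39525368 and 34740970 raw reads for replicas 1, 2 and 3, of which 10043171, 18257662 and 15708587 were mapped. The methods of the paper give 10-20 M reads per library of paired-end sequencing, where a count of reads is 2 times a count of pairs. The authors mapped the reads to the TAIR10 genome without the organelle genomes, removed duplicates, called peaks in each replicate and kept the peaks found in the replicates together, each re-sized to 200 bp on both sides of its maximum. From there, the sequence of each region was taken from TAIR10, and the regions were compared with unbound regions of the same width, GC content and genomic origin (promoter, exon, intron or intergenic), drawn 1000 times. The sequence models below were tested against 1 of these draws. The choice of the box, of the score threshold for a site and of the window that ties a peak to a gene could each change the numbers.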

Unfortunately, the SEP3-AP1 heteromeric complex under the same experimental conditions did not yield data of sufficient quality for analysis. However, SEP3-AG and SEP3-AG^IAP1^ strongly bound DNA and each produced highly similar replicates for data analysis (Supplementary Fig. 3). 

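The CArG box, the DNA motif bound by MADS TFs, was strongly enriched in the SEP3-AG IAP1 peaks and lay at their centres. A canonical box, CC followed by 6 A or T and GG, was present in 567 of the 3552 peaks (16.0%), against 2.45% ± 0.260 (SD over 1000 sets) of matched unbound regions, a 6.53-fold difference (n = 3552 peaks, empirical one-sided p = 0.001, the smallest that 1000 sets can give). Most peaks held a less strict form of the motif. With at most 1 mismatch, 80.0% of peaks had a box against 42.9% of unbound regions, and the form of the logo in Fig. 4c, with C or T at the second position and A or G at the ninth, was found in 56.1% of peaks against 16.7%. The 595 canonical boxes were concentrated at the peak summits. Of these, 64.5% lay within 25 bp of the peak centre, where 13.0% would lie if they were spread evenly, and the median distance was 18 bp. The share of peaks with a canonical box was 14.8% in promoters, 18.3% in exons, 16.7% in introns and 15.3% in intergenic regions, each above the 2.22% to 2.69% of unbound regions of the same origin. A pair of canonical boxes was found in 22 peaks and 3 or more boxes in 3 peaks. The peaks were richer in A and T than the genome, with a GC content of 32.5% ± 5.10 (SD over peaks) against 36.0%, which the matching of the unbound regions takes into account.

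**Figure D1:**
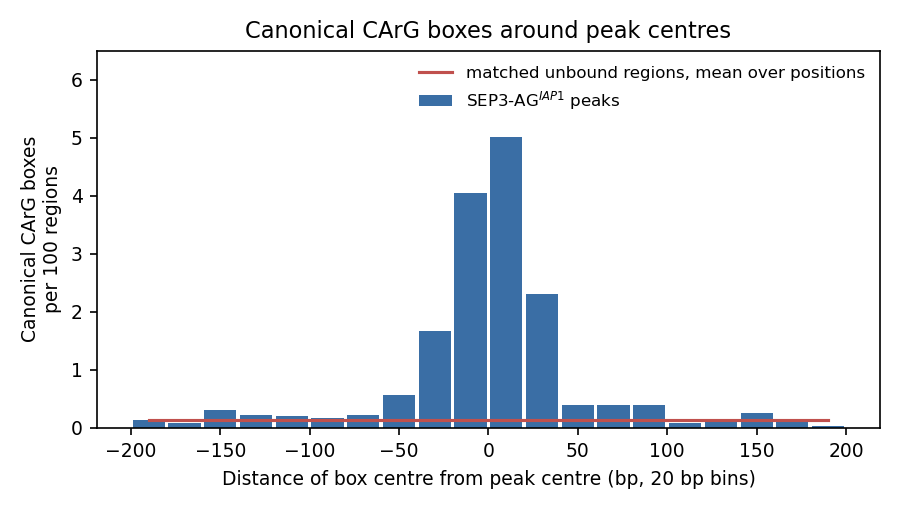
Canonical CArG boxes per 100 SEP3-AG IAP1 peaks (blue bars, y axis) in bins of 20 bp by the distance of the box centre from the peak centre (x axis, bp), with the mean of matched unbound regions as a red line. The bin just right of the centre holds 5.01 boxes per 100 peaks, against 0.127 per 100 unbound regions.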

We used a highly stringent peak calling for each replicate and peaks were kept only when present in all replicates. This yielded 6347 peaks for SEP3-AG and 3552 peaks for SEP3-AG^IAP1^. These peak lists were merged and the binding intensities for the two complexes were compared for all resulting peaks. This profiling indicates that while most peaks have a similar binding intensity, several hundred exhibited at least a twofold difference in binding intensity between SEP3-AG and SEP3-AG^IAP1^ (Fig. 4a, b). 

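The SEP3-AG IAP1 list held 3552 peaks on the 5 nuclear chromosomes, each 400 bp wide, of which 40 overlapped the previous peak and which cover 1.19% of the genome. The density of peaks was similar on the 5 chromosomes, with 936 peaks on chromosome 1, 574 on chromosome 2, 677 on chromosome 3, 555 on chromosome 4 and 810 on chromosome 5, or 28.9 to 30.8 peaks per Mb. The complex was found more often than chance near gene starts and in introns, and less often in exons. The midpoints of 1193 peaks (33.6%) lay within 1000 bp upstream of a protein-coding gene, against 21.3% ± 0.683 (SD) of regions placed at random on the same chromosomes. Introns held 19.1% of peaks against 13.8% ± 0.580, exons 19.4% against 33.1% ± 0.807, and the remaining intergenic DNA 27.9% against 31.7% ± 0.793. Each of these differences had an empirical two-sided p of 0.002, the smallest that 1000 random sets can give. These random regions were not matched in GC content, which was 32.5% in the peaks and 36.0% in the genome. How far base composition accounts for the differences was not tested. The DNA was purified before binding, so the list describes binding to naked DNA.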

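SEP3-AG IAP1 bound near many genes for MADS TFs, among them the genes for the floral organ identity proteins SEP3, AG, AP1 and AP3. A gene was taken as bound where the midpoint of a peak lay from 3000 bp upstream of its start to 1000 bp downstream of its end, which held for 4945 of the 27444 protein-coding genes (18.0%). Of 22 other MIKC MADS genes, such as those of flowering time, 13 had a peak, where 4.89 ± 1.96 (SD) were found in 10000 random lists of genes with windows of like length (n = 22 genes, adjusted p = 0.0042, one-sided, Benjamini-Hochberg over 7 lists). Of 15 floral MADS genes, 7 had a peak against 3.18 ± 1.58 (n = 15 genes, adjusted p = 0.0448). Of 19 genes of sepal and petal development, 9 had a peak against 3.43 ± 1.67 (n = 19 genes, adjusted p = 0.013), among them JAG, which promotes growth of the lateral organs, and BOP2. With a window from 1000 bp upstream to the end of the gene, only 3 of these 19 had a peak (n = 19 genes, adjusted p = 0.319). Of 29 genes of flowering time and the meristem, 12 had a peak against 5.58 ± 2.10 (n = 29 genes, adjusted p = 0.0133). The 10 of 32 carpel and ovule genes (n = 32 genes, adjusted p = 0.0736), which include SHP2 and SUP, and the 5 of 16 stamen genes (n = 16 genes, adjusted p = 0.225), which include AMS and MS1, did not pass the test, although the carpel and ovule list passed when each peak was given to the nearest gene start (10 genes against 3.73 ± 1.81, n = 32 genes, adjusted p = 0.0028). With the window from 1000 bp upstream to the end of the gene, 7 of the 32 carpel and ovule genes had a peak against 3.30 ± 1.72 in random lists (n = 32 genes, one-sided adjusted p = 0.0738). Each list was tested against random lists, and the lists were not compared with each other. None of 16 photosynthesis genes, listed as a control, had a peak, where 2.65 ± 1.49 were found in the random lists. Some genes stand in more than 1 list. The random lists were matched on window length alone, not on GC content or on the shares of promoter, intron and exon in the window. As the peaks were uneven in these, how far they account for the differences between lists was not tested.
Of 18 MADS genes chosen beforehand from those in the paper's experiments, which leave out the type I genes AGL61, AGL80 and PHE1, 11 had a peak and 7 did not, the latter being PI, SEP1, SEP2, SEP4, SHP1, AGL6 and AGL13. AG (AT4G18960) lies on the plus strand of chromosome 4 from 10382856 to 10388539. Its peak from 10386344 to 10386743 lies in the large intron between its exon blocks 2 and 3, a known regulatory region of AG, around the site ATTCCAAATAAGGAAA, which holds a canonical box and scored 14.9 bits with the matrix of the peaks. A second peak had its midpoint 160 bp upstream of the start of AG. SEP3 (AT1G24260), on chromosome 1 from 8593536 to 8596123 on the minus strand, had a peak in an intron (best site 7.72 bits) and peaks with midpoints 1807 bp (6.45 bits) and 2734 bp upstream of its start, the last around the site TTACCCAAAATAGAAA at 13.8 bits. AP3 (AT3G54340), on chromosome 3, had a peak from 20121040 to 20121439 with its midpoint in the 5′ UTR and the site TTACTAAAAATGGAAA at 15.4 bits. AP1 (AT1G69120), on chromosome 1, had a single peak from 25987740 to 25988139, 1591 bp upstream of its start, with a weaker site of 8.94 bits. SOC1 (AT2G45660), a floral integrator on chromosome 2, had 3 peaks upstream of its start, at 27, 718 and 1992 bp. The highest matrix score among the 18 genes was that of AGL21 (AT4G37940), 17.6 bits for TTTCCAAATATGGCAA in a peak 596 bp upstream of its start. AGL24 and FUL had a peak in an intron, SVP in the 5′ UTR and AGL15 with its midpoint 6 bp upstream of the start, and AGL16 had a peak in the 5′ UTR and another in an exon outside the coding sequence. A peak in the window of a gene may also lie in the window of its neighbour, and binding in vitro was not set against expression.

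**Figure D2:**
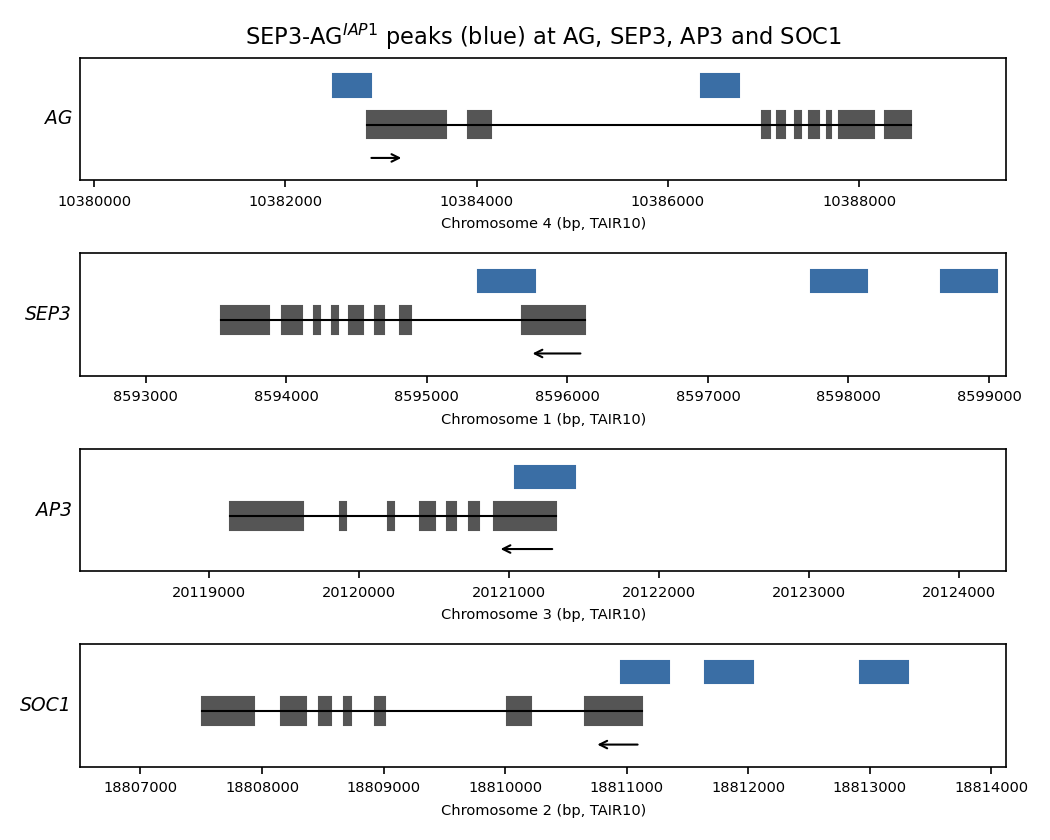
Maps of AG, SEP3, AP3 and SOC1, with exons of all annotated transcripts as grey boxes, SEP3-AG IAP1 peaks of 400 bp as blue boxes and the direction of transcription as an arrow. The x axes give TAIR10 positions in bp, from 3000 bp upstream to 1000 bp downstream of each gene. SEP3 and SOC1 have 3 peaks each, AG has 2 and AP3 has 1.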

The same profiling between replicas for a given dataset demonstrated no such variability in binding intensity (Supplementary Fig. 3).

**Fig. 4:**
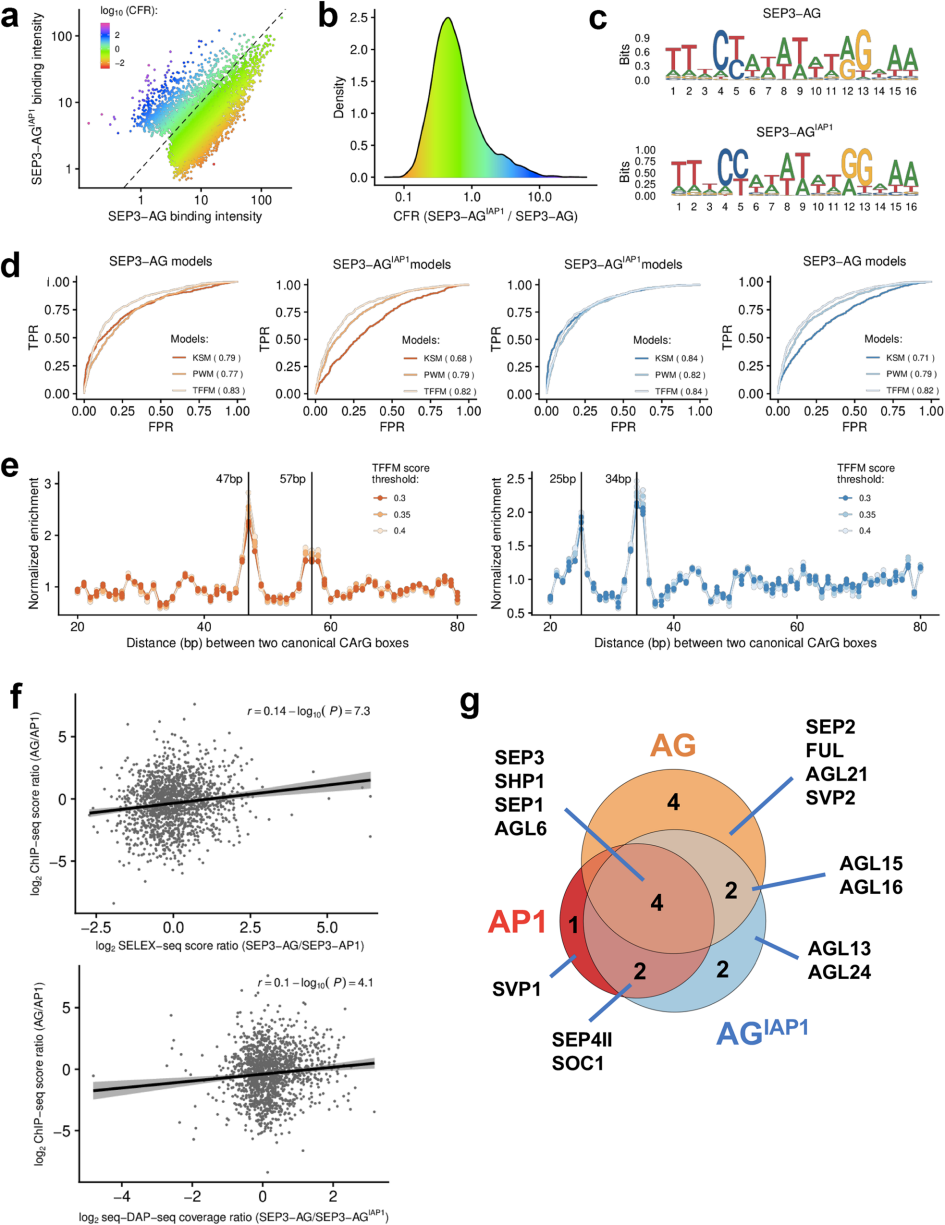
DNA-binding and protein interactions patterns. **a** Comparison of SEP3-AG and SEP3-AGI^AP1^ seq-DAP-seq binding intensity (log_10_ of reads per kb per million of reads mapped in bound regions) and colour coded by purple-blue (SEP3-AG^IAP1^ specific) to orange-red (SEP3-AG specific) according to log_10_ of SEP3-AG^IAP1^/SEP3-AG. **b** Density plot showing data as per **a**. **c** Logos derived from PWM-based models obtained for SEP3-AG and SEP3-AG^IAP1^. **d** Predictive power of TFBS models. Models are built using 600 sequences best bound by each of the two heterocomplexes and are searched against 1073 SEP3-AG (orange) and 1073 SEP3-AG^IAP1^ (blue) specific regions, defined as the top 15% of sequences that are most strongly bound by one complex relative to the other. Matrix-based models (PWM and TFFM) are not able to differentiate SEP3-AG and SEP3-AG^IAP1^ binding, whereas k-mer-based analysis is able to better predict binding for the respective datasets. **e** SEP3-AG favours intersite spacings of 47 and 57 bp based on SEP3-AG-specific regions. SEP3-AG^IAP1^ favours intersite spacings of 25 and 34 bp based on SEP3-AG^IAP1I^ specific regions. **f** Top, published SELEX-seq for SEP3-AP1 and SEP3-AG^78^ comparing the normalised score ratios (SEP3-AG/SEP3-AP1) for SELEX-seq and score ratios (AG/AP1) ChIP-seq at 1500 SEP3 best bound loci in ChIP-seq show a positive correlation, suggesting that SEP3-AP1 and SEP-AG bind different sequences in vivo and that in vitro binding is able to differentiate bound sequences that are more SEP3-AP1-like versus SEP3-AG-like. Bottom, SEP3-AG and SEP3-AG^IAP1^ seq-DAP-seq coverage as per SELEX-seq scores. A positive correlation is observed suggesting that, in vitro, the swap of AP1 I domain in AG is able to recover some of the binding specificity of SEP3-AP1. **g** Yeast two-hybrid assays using AG, AP1 and AG^IAP1^ as bait against MIKC^C^ MADS TFs in *Arabidopsis*. Data show that AG^IAP1^ loses AG interactors and gains AP1 interactors.

The top 15% sequences (1073 sequences for each complex) displaying the most extreme binding difference were used to search for specific DNA patterns that potentially code for SEP3-AG and SEP3-AG^IAP1^ differential response. The TF binding sites were modelled using position weight matrices (PWM), TF flexible models (TFFM) and k-mer set memory (KSM) analysis. 

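A palindromic matrix of 16 bp, built from all 3552 SEP3-AG IAP1 peaks, had the form of a CArG box flanked by TT and AA. The fit started from a matrix of this form, flanks included, and was held palindromic. The form was therefore not found independently of the start. C was found at position 4 in 87.6% of sites, and position 5 was divided between C (60.0%) and T (39.6%). Positions 1 and 2 held T in 74.1% and 77.7% of sites, and the centre was A or T, with A at position 8 in 58.5%. With each chromosome left out of the building of the matrix in turn, the best score in a region separated the peaks of that chromosome from matched unbound regions with an area under the receiver operating characteristic curve (AUC) of 0.912 ± 0.00966 (SD over 5 chromosomes). The flanks carried part of this information, as a matrix of the 10 bp core alone had an AUC of 0.814 ± 0.0185. The peaks with the highest scores, picked by their values, held TTTCCAAATATGGAAA (18.3 bits, chromosome 1 from 30329424 to 30329823, in an intron of AT1G80690) and TTTCCAAATTTGGAAA (18.2 bits, chromosome 1 from 19297916 to 19298315, in an intron of LYK3, and again on chromosome 2 from 18753446 to 18753845, in an intron of CYP704A2). At a threshold of 7.80 bits, which gives 1 site per 2000 bp of the genome, 52.9% of peaks had 1 site, 25.6% had 2 and 6.08% had 3 or more, while 15.4% had none. In unbound regions 81.0% had none. The matrix was built from the whole list, as the file gives no binding intensity by which to choose the best-bound sequences.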

Due to the highly similar binding modes of the MADS family TFs, only KSM was sensitive enough to differentiate the MADS heterocomplexes (Fig. 4c, d)^42^. For the KSM, pipeline, KMAC and KSM tools from the GEM package^43^ were used to search for clusters of short (4–20 bp) overlapping sequences (with allowances and penalties for gaps and mismatches) that are over-represented in the 600 sequences bound best by either SEP3-AG or SEP3-AG^IAP1^. This analysis yielded 55 clusters for SEP3-AG and 22 clusters for SEP3-AG^IAP1^ and served as k-mer-based models for prediction analysis. With AUC of 0.79 for SEP3-AG and 0.84 for SEP3-AG^IAP1^, the k-mer-based models were highly predictive. 

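Short sequences without an alignment also separated SEP3-AG IAP1 peaks from unbound DNA. A penalised logistic model of the counts of all 6-mers, tested on each chromosome in turn after being fitted on the others, had an AUC of 0.767 ± 0.0158 (SD over 5 chromosomes), with 0.744 on chromosome 1 as the lowest and 0.781 on chromosome 3 as the highest. The 6-mers with the largest weights resembled parts of the CArG box and its flanks. In order of weight, AAAAGG (or CCTTTT on the other strand) was present in 48.5% of peaks and 31.4% of unbound regions, ATTACC (GGTAAT) in 24.9% and 15.7%, CTTTCC (GGAAAG) in 28.5% and 16.1%, AAATAG (CTATTT) in 47.5% and 36.4%, TGGTAA (TTACCA) in 35.0% and 22.7%, and TGGAAA (TTTCCA) in 45.5% and 31.6%. With 8-mers the AUC was 0.799 ± 0.0206, and in the central 200 bp of the peaks it was 0.850 ± 0.0121. This model stands beside the k-mer set memory of the paper, which was not run here, and it was tested on all peaks, not on the regions specific to SEP3-AG IAP1. The spread is that between chromosomes, not between replicates or between sets of unbound regions, as 1 set was used.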

Importantly, each k-mer-based model did not perform well (AUC ~0.7) in predicting bound regions from the other heterocomplex (Fig. 4d). This suggests that specific sequence patterns code for differential binding between the two heterocomplexes.

Previously, using seq-DAP-seq, we showed that SEP3-AG demonstrates preferential intersite spacing of ~47 and ~57 bp between two CArG boxes due to its cooperative binding, a contributing factor for DNA-binding specificity of MADS TF complexes^31^. 

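Pairs of CArG sites were frequent in the SEP3-AG IAP1 peaks, and their distances were uneven. Among all 3552 peaks, 721 pairs of matrix sites lay 20 to 80 bp apart, counted between the inner edges of their 10 bp cores, against 23.7 ± 5.13 (SD) in a set of matched unbound regions of equal number. Pairs 25 bp apart, a spacing marked in Fig. 4e, numbered 23, which is 2.32 times their share in unbound regions (exact two-sided binomial test, p = 2.82e-04, adjusted p = 0.00245 over 61 distances). Pairs at 34 bp, the other spacing marked for SEP3-AG IAP1 in Fig. 4e, numbered 21, an enrichment of 1.57 (p = 0.0508, exact binomial test). The enrichment was 1.32 at 47 bp (14 pairs, p = 0.277) and 0.941 at 57 bp (11 pairs, p = 1), neither of which passed the exact test. An alternative chosen after seeing the data counted each pair once over all candidate unbound regions, not matched to the peaks in GC content or origin. The enrichment was then 2.64 at 25 bp (Fisher's exact test, p = 0.00209), 2.55 at 34 bp (p = 0.00454), 1.26 at 47 bp (p = 0.485) and 1.03 at 57 bp (p = 1). Both the counting and the matching differ here, so the higher value at 34 bp cannot be laid to either alone. With the distances 1 bp shorter and longer added to each named distance, the enrichment was 2.12 around 25 bp, 2.00 around 34 bp and 1.72 around 47 bp (p = 6.22e-04), and 0.532 around 57 bp (p = 9.90e-04, exact binomial tests). Against the count at neighbouring distances in the peaks, the enrichment was 1.62 at 25 bp (p = 0.0312) and 1.45 at 34 bp (p = 0.106, exact binomial tests, not adjusted). The empirical p over the 1000 unbound sets was 0.247 at 25 bp and 0.344 at 34 bp, since a single unbound set holds too few pairs to resolve 1 distance. These values are for matrix sites over the whole peak list, whereas the methods of the paper name canonical CArG boxes and use the regions specific to 1 complex. The convention for counting the distance is not given in the paper's text, so that they change with it: from centre to centre of the sites, the enrichment was 1.67 at 25 bp (exact binomial test, p = 0.0276, adjusted p = 0.0732), 0.762 at 34 bp, 3.47 at 47 bp and 1.24 at 57 bp, and between the edges of the 16 bp sites it was 0.486 at 25 bp (p = 0.0451), 1.72 at 34 bp, 0.511 at 47 bp (p = 0.0281) and 1.28 at 57 bp.

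**Figure D3:**
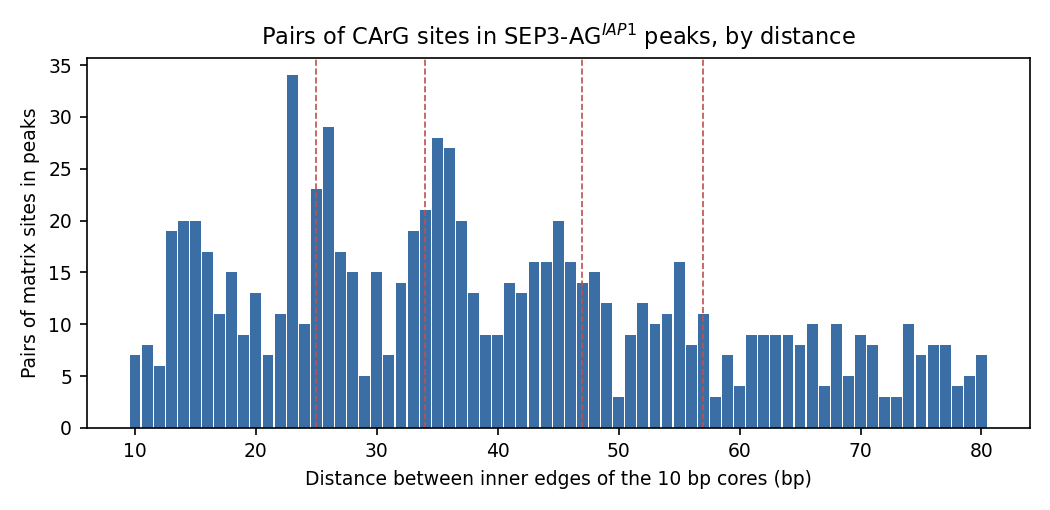
Number of pairs of matrix sites in SEP3-AG IAP1 peaks (y axis) by the distance in bp between the inner edges of their 10 bp cores (x axis). Dashed lines mark 25, 34, 47 and 57 bp. The counts are high at 23 bp (34 pairs), 25 bp (23 pairs) and 26 bp (29 pairs), with only 10 pairs at 24 bp, then from 33 to 37 bp, with 28 pairs at 35 bp, and again around 45 bp, with 20 pairs.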

Using specific bound regions of SEP3-AG^IAP1^ when compared with SEP3-AG, we found that SEP3-AG^IAP1^ gained new preferential intersite spacings of 25 and 34 bp and lost the SEP3-AG preferential intersite spacings (Fig. 4e). This further suggests that the I domain plays a role in DNA-binding specificity by affecting the conformation of the tetramer and selecting for specific intersite distances.

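The best-scoring pairs at these spacings lay at diverse genes. At 25 bp, the pair with the highest sum of scores (25.0 bits) lay on chromosome 1 in the peak from 16280695 to 16281094, 2153 bp upstream of PTB3 (AT1G43190), with the sites TGTCCAAATTAATAAA and TTTCCTTTTATGGAAA. A pair of 24.0 bits lay on chromosome 4 from 595238 to 595637 in the promoter of UMAMIT31, and a pair of 23.2 bits on chromosome 1 downstream of AT1G12630. At 34 bp, the highest pair (26.7 bits) lay on chromosome 5 from 13238038 to 13238437 in GUS3 (AT5G34940), in an exon outside the coding sequence. From the first base of 1 core to the last base of the other it read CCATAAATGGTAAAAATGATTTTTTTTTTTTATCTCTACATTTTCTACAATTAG. The other 2 lay upstream of AT5G11970 and in the 3′ UTR of AT1G31730. At 47 bp, the highest pair (26.5 bits) lay on chromosome 3 from 6380068 to 6380467, 2643 bp upstream of AT3G18535, and the others at AT5G11400 and SOT7. At 57 bp, the highest pair (25.4 bits) lay on chromosome 3 from 20981600 to 20981999 in an intron of SEC15A, and the others in the promoters of AT5G61750 and AT3G29455. None of these 12 genes stood in the lists of floral genes. All 7 gene lists together hold only 149 entries, against 27444 protein-coding genes, so finding none was likely in advance. From the spacings that the chimera gained and lost, the paper proposes that the I domain affects the conformation of the tetramer and so selects for certain distances between sites.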

In order to determine whether these observed in vitro differences in binding were potentially relevant in vivo, we examined published ChIP-seq datasets. Previous studies have shown that the in vitro binding of SEP3-AG relative to SEP3-AP1 in SELEX-seq correlates with the in vivo binding intensity of AG relative to AP1 in ChIP-seq for the 1500 most enriched SEP3 ChIP-seq peaks (Fig. 4f)^42^. This result suggested that specific sequence patterns detected in vitro were able to at least weakly discriminate sequences either more likely to be bound by SEP3-AG or by SEP3-AP1 in the *Arabidopsis* genome. Applying the same analysis to our seq-DAP-seq data, we found a similar weak positive correlation between the SEP3-AG binding affinity relative to that of SEP3-AG^IAP1^ and the corresponding ChIP-seq derived in vivo binding, suggesting that SEP3-AG^IAP1^ behaves more similarly to SEP3-AP1 than to SEP3-AG (Fig. 4f). Although modest, this correlation is supported by the observation that the genes corresponding to the 250 peaks most differentially bound by SEP3-AG relative to SEP3-AG^IAP1^ exhibited a 7.6-fold enrichment for genes involved in “carpel development” GO term (FDR = 4.2 × 10^−3^). However, no clear GO term enrichment was detected for genes corresponding to the 250 regions best bound by SEP3-AG^IAP1^ relative to SEP3-AG. This may be due to the relatively small number of genes corresponding to GO terms for “petal development” (4 genes) and “sepal development” (13 genes), suggesting an incomplete list of genes for these GO terms. Taken together, the binding differences between the SEP3-AG^IAP1^ and SEP3-AG complex suggest that the AG^IAP1^ protein has lost some AG identity and gained AP1-like identity.

### Impact of the I domain on protein interaction specificity

Next, we sought to understand to what extent the I domain could confer protein–protein interaction specificity as it plays an important role in dimerisation and dimer stability^27^. AP1 and AG share SEP3 as a binding partner in the molecular model predicting flower organ specification, but do exhibit differential heterodimerisation capabilities with other MIKC^c^ MADS TFs^13,22^. In order to probe the function of the I domain in dimerisation specificity, a matrix-based yeast two-hybrid screen for AP1, AG and AG^IAP1^ against all *Arabidopsis* type II MIKC^c^ MADS TFs was performed. The targets were cloned into both bait and prey vectors and only interactors for both replica and in all three selection media were scored as positive interactions (Supplementary Fig. 4). This may underestimate the true number of binding partners, however, it reduces the number of false positives. Using this strict cutoff for protein–protein interaction events, AP1 interacted with seven different partners, of which three were specific for AP1 and four were in common with AG, including the SEP clade members SEP1 and SEP3. AG interacted with ten partners of which six were exclusive with respect to AP1 interacting partners. AG^IAP1^ interacted with ten partners, including two out of the three AP1-specific interactions and lost four AG-specific partners (Fig. 4g). Interestingly, both SOC1 and AGL24, known AP1 binding partners^13^ interacted with the AG^IAP1^ chimera but not with AG. These data indicate that the I domain of AP1 contributes to heterodimerisation specificity of the chimera.

### In planta function of the I domain

*Ap1* mutants (strong *ap1-7* and intermediate *ap1-11*) exhibit a non-ambiguous flower phenotype including the homeotic conversion of the first whorl sepals into bract-like organs, as characterised by their leaf-like epidermal morphology and the formation of buds in their axils and the absence of second whorl organs (Supplementary Fig. 5)^44,45^. To examine the role of the I domain in vivo, complementation of the *ap1-11 and ap1-7* mutants with different *AG*/*AP1* chimeric constructs was examined. Primary transformants expressing a battery of chimeric domain swap constructs, *AG*^*MIKAP1*^, *AG*^*MIAP1*^, *AG*^*MAP1*^, *AG*^*IAP1*^*, AG*^*KCAP1*^ and *AP1*^*IAG*^, under the control of the *AP1* promoter, revealed a spectrum of complementation for the first and second whorls in the intermediate *ap1-11* mutant background (Fig. 5).

**Fig. 5:**
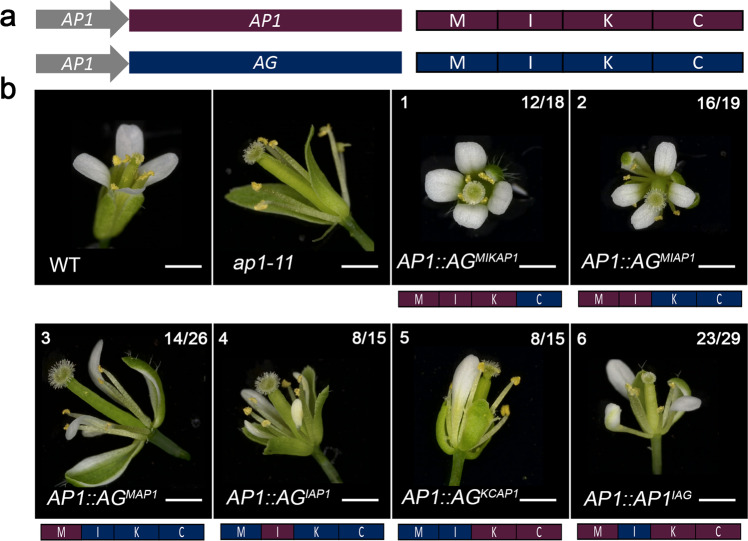
Primary transformants in the *ap1-11* mutant background exhibit a spectrum of complementation. **a** Schematic of the constructs and proteins produced with AP1 protein in purple and AG in dark blue. Domains are labelled MIKC. **b** Flower phenotypes of T1 transformants (*n* ≥ 10). All transformants were in the *ap1-11* background. Phenotypes for WT and *ap1-11* are shown. The domains corresponding to AP1 and AG are coloured as per **a** and shown schematically below each panel labelled 1–6 in the top left. The number of primary transformants exhibiting a given phenotype is listed in the top right of panel 1–6.

*AG*^*MAP1*^ (Fig. 5b, panel 3) expressing plants were poorly complemented with a reduced number of first and second whorl organs and only partial organ identity recovery with petaloid and sepaloid organs. *AG*^*KCAP1*^ (Fig. 5b, panel 5) also complemented poorly, with most of the plants showing carpeloid sepals and with only partial recovery of 1–3 sepals in half of the plants. In contrast, almost complete complementation was present in plants expressing *AG*^*MIAP1*^ (Fig. 5b, panel 2), with the majority of the transformants showing four sepals or petaloid sepals in the first whorl and two to four petals in the second whorl. This was similar to plants expressing *AG*^*MIKAP1*^ (Fig. 5b, panel 1), in which first and second whorl organ identity was restored for a majority of the plants with occasional reduced number of organs in the second whorl and lateral flower formation. *AP1* plants with the I domain of AG (*AP1*^*IAG*^) (Fig. 5b, panel 6) showed a similar phenotype as *AG*^*MAP1*^ (Fig. 5b, panel 3). Strikingly, *AG*^*IAP1*^ (Fig. 5b, panel 4) expressing plants exhibited four sepaloid organs and three to four petals or petaloid organs in more than half of the plants, suggesting that the I domain acts as the smallest unit conferring the most AP1 function to the AG^IAP1^ chimera (Supplementary Table 2).

To confirm the phenotype of the *AG*^*IAP1*^ expressing plants, three independent homozygous lines were generated and examined for *AP1, AG* and *AG*^*IAP1*^ under the *AP1* promoter in the strong *ap1-7* mutant background (Fig. 6 and Supplementary Figs. 6–8). *AG*^*IAP1*^ *ap1-7* lines produced flowers very similar to WT (Fig. 6).

**Fig. 6:**
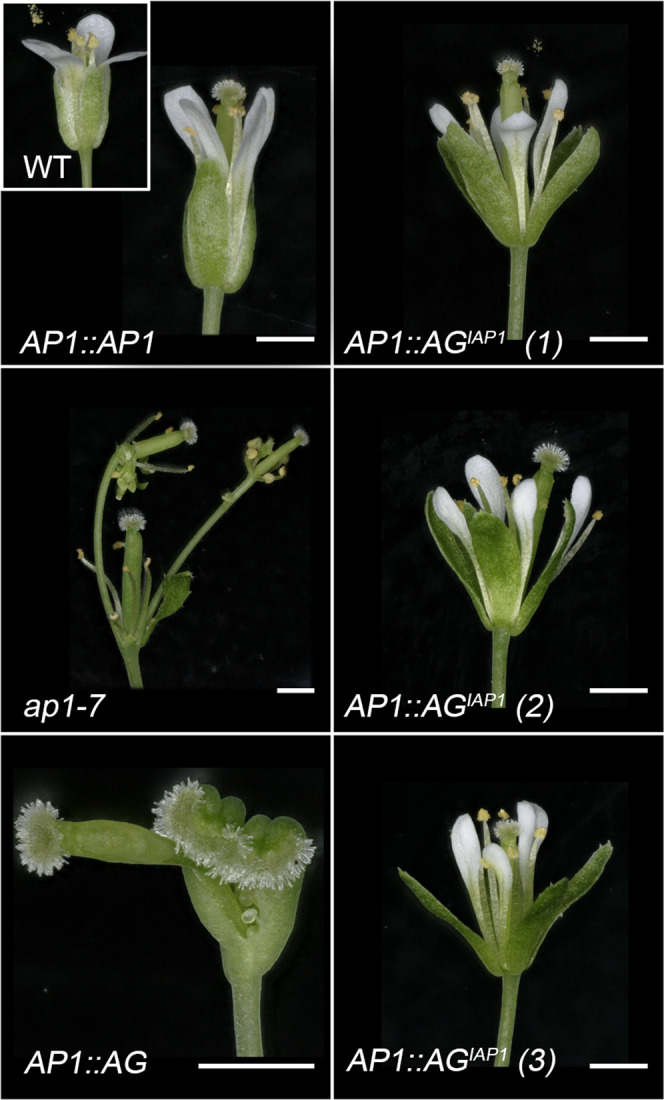
AP1:AG^IAP1^ expression largely complements the *ap1*-7 flower phenotype. *ap1*-7 lines expressing either *AP1* (*AP1::AP1)*, *AG* (*AP1::AG)* or *AG*^*IPA1*^ (*AP1::AG*^*IAP1*^*)* under the control of the *AP1* promoter were grown at 22 °C in long days. A typical WT flower is shown as an insert in the upper left panel. Representative flowers for three independent *AP1::AG*^*IAP1*^ lines are presented and one representative flower from *AP1::AG* and *AP1::AP1* expressing lines. While the first whorl in *ap1-7* is replaced by bract or stipule with axillary buds and petals are missing in the second whorl, *AP1::AG*^*IAP1*^ expression restores WT first and second whorl organs, while *AG* expression triggers carpel development in the first whorl and absence of petals in the second whorl. Scales bars = 1 mm.

In these plants, whorl 1 of each flower was made of four sepal-like organs and axillary buds were never observed as opposed to the *ap1-7* mutant (Figs. 6 and 7). In addition, between 66 and 82% of the flowers in three independent lines homozygous for the transgene showed four petal-like organs (Figs. 6 and 7). Scanning electron microscopy (SEM) observations of epidermal cells from whorls 1 and 2 of *AG*^*IAP1*^ expressing lines showed elongated cells characteristic of sepals and conical cells characteristic of petals, respectively (Fig. 7 and Supplementary Fig. 7). Detailed inspection of sepal and petal surfaces by SEM from the *AG*^*IAP1*^ expressing plants revealed the presence of a few clusters of leaf-like and stamen identity cells in whorls 1 and 2, respectively (Fig. 7 and Supplementary Fig. 8). In these three lines, 10–25% of the flowers showed petals with only petal identity cells, while 75–90% of the flowers show at least one petal with a small cluster of stamen identity cells (Supplementary Fig. 8). This indicates incomplete complementation of *AP1* function by the chimera. However, *AP1:AG* was unable to even partially complement *AP1* function in the first and second whorl. Inspection of the cell surface in *ap1-7 AP1:AG* plants of the first whorl showed characteristic carpel cells (replum, style and papilla) and an absence of organs in the second whorl (Supplementary Fig. 6). *AG*^*IAP1*^ therefore possesses the ability to trigger AP1-specific developmental programs and has lost much of its ability to trigger *AG*-specific organ development, indicating that the I domain of AP1 plays a major role in conferring AP1 functional identity to AG^IAP1^ in vivo.

**Fig. 7:**
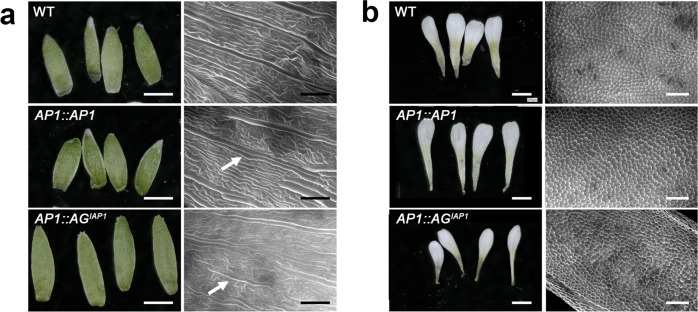
First and second whorls cell identity are complemented in *ap1-7* plants expressing AG^*IAP1*^. First (**a**) and second (**b**) whorl organs were removed from WT, and flowers from *AP1* or *AG*^*IAP1*^ expressing *ap1*-7 plants. First whorl organs in *AG*^*IAP1*^ expressing plants are slightly longer compared to WT and *AP1* expressing plants (**a**, left panel). Second whorl organs in *AG*^*IAP1*^ expressing plants are slightly smaller compared to WT and *AP1* expressing plants (**b**, left panel). Epidermal cell identity, observed by SEM, shows characteristic WT elongated sepal cells in *AP1* and *AG*^*IAP1*^ expressing plants (**a**, right panel) and characteristic WT conical cells in petals from *AP1* and *AG*^*IAP1*^ expressing plants (**b**, right panel). A small number of epidermal cells typical of leaves are also seen in *AG*^*IAP1*^ expressing plants and to a lesser extent in *AP1* expressing plants (arrow). Scale bars indicate 100 µM for SEM images and 1 mm for organ photographs.

## Discussion

TF function depends on selective binding of specific sequences in the genome. The MADS TF family has dramatically expanded in the plant lineage over the course of evolution and fulfils many roles throughout the lifecycle of the plant. MADS constitute one of the largest plant TF families and are almost evenly divided into two types, I and II, represented structurally by SRF and MEF2. The MADS-box DBD, encoded by a single exon, is either SRF-like or MEF2-like and exhibits little sequence variation even amongst different eukaryotic kingdoms of life. How the MADS TF family is able to regulate diverse developmental processes and different target genes with such a highly conserved DBD has been a fundamental question leading to the speculation that regions distal to the DBD may play a role in DNA-binding specificity either via the formation of higher-order complexes, the recruitment of ternary factors or via allosteric alterations in DNA-binding specificity of the MADS-box domain.

Domain swap experiments performed over 25 years ago suggested that the I domain played a key role in DNA-binding specificity and dimerisation in floral organ identity MADS TFs, although the mechanism of this was unclear^28,41,46^. Recent work examining the evolution of the class B MADS in grasses has further underscored the critical role of the I domain in homo and obligate heterodimerisation. Examination of class B MADS from different Poales taxa, mutagenesis studies and complementation experiments reveal that the I domain determines protein partner binding specificity as well as in planta functional specificity^47,48^. Changes in the genome-wide binding of the mutant proteins was not determined, although based on altered phenotypes, DNA binding would be affected. Based on the in vitro and in vivo data presented here, the I region or I domain should be considered as a fundamental component of the DNA-binding module as it is essential for DNA binding for both type I and II MADS TFs. Examination of the structure of the MI domains of SEP3 in comparison with MEF2 and SRF coupled with secondary structure predictions reveals that the I region is always alpha helical and interacts extensively with the beta sheet of the M domain, albeit with different orientations. This suggests that allosteric effects of the I region in type I and II MADS TFs, due to variability in amino acid composition, length and secondary structure orientation, will influence the MADS-domain conformation and tune DNA binding and specificity. In addition, the I region alters dimer partner specificity, altering the repertoire of heteromeric MADS complexes able to be formed and resulting in additional functional diversity in vivo.

With the introduction of the floral quartet model, the role of the I domain in determining MADS TF function specificity was supplanted by the importance of specific tetramer components triggering DNA looping as being required for gene regulation^23^. Tetramerisation allows cooperative two-site binding and looping of DNA, thus selecting for DNA-binding sites that exhibit preferred spacing^30,33,49,50^. Examination of a tetramerisation mutant of SEP3 revealed that fourth whorl carpel development and meristem determinacy require efficient tetramerisation of SEP3^32^. Recent studies comparing the genome-wide binding patterns of tetrameric versus dimeric SEP3-AG complexes have further shown that tetramerisation both increases binding affinity and plays a role in determining DNA-binding specificity via preferential binding of specific intersite distances^31^. Comparisons of genome-wide binding of SEP3-AG and SEP3-AG^IAP1^, presented here, reveals that the I domain alters preferred intersite spacing between CArG-type binding sites. These data suggest a role of the I domain as a modulator of tetramerisation and highlight an additional mechanism mediated by the I domain for changing DNA-binding patterns of MADS TF complexes.

The recruitment of ternary factors, non-MADS family protein partners, has been postulated to be a major determinant of DNA-binding specificity^51^. Based on yeast two-hybrid screening, mass spectrometry and pull-down assays, additional TF partners from the NF-Y and homeodomain families as well as the orphan TF, LEAFY, have been identified for a few type II MADS TFs including OsMADS18 from rice and SHATTERPROOF, SEEDSTICK, AG and SEP3 from *Arabidopsis*^24,46,52,53^. While ternary complex formation likely plays a role in differential gene regulation, the formation of such complexes has only been shown for a relatively small number of MADS TFs and how much it accounts for the diversity of function in the MADS TF family requires further studies. As shown here, swapping the I domain of the well-studied floral organ identity MADS TF, AP1 (first and second whorl organs), into the third and fourth whorl-specific TF, AG, results in strong complementation of the *ap1* loss-of-function phenotype by the chimeric construct. The experiments keep the K- and C-terminal domains of AG intact and these domains have been postulated to be important for neofunctionalisation^54^ and/or the recruitment of ternary factors^55^. We cannot completely exclude that ternary factors recruited via the I domain could be responsible for the *AP1*-like activity of *AG*^*IAP1*^ in planta. For example, OsMADS18 uses the MI domains to recruit OsNF-YB1 based on yeast two-hybrid assays^46^. However, it is more likely that the combination of tuning DNA-binding specificity and heterodimer partner selection by the I domain accounts for the majority of AP1 activity of the AG^IAP1^ chimera.

Based on the in vitro and in vivo experiments presented here, the I region is absolutely required for DNA binding with the minimal DBD consisting of the M plus the I region, as opposed to the M domain alone. As shown here, the I domains of AP1 and AG also play an important role in DNA-binding specificity and dimerisation specificity. The I domain is able to tune the function of plant MADS TFs and, in the case of AP1, acts as a major determinant of functional identity in concert with the M domain. Further experiments will be required to determine how generalisable these results are to the wider MADS TF family (type I and II) and whether the I region broadly acts as a primary factor in MADS TF functional identity in planta.

## Methods

### SEP3 MI domain protein expression and purification

SEP3 MI (aa 1–90)^33^ was cloned into the pETM41 vector using the NcoI-NotI restriction sites to obtain His6-MBP translational protein fusion. Recombinant SEP3 MI protein was expressed in *E. coli* BL 21 Codon Plus cells. Cells were grown at 37 °C to an OD_600_ of 0.8–1 after which time the temperature was reduced to 15 °C and protein expression induced by addition of 1 mM of IPTG for 12 h. Cells were harvested by centrifugation and the cell pellet resuspended in 25 mM KH_2_PO_4_ pH 7 buffer containing 10% glycerol, 500 mM NaCl, 2 mM Tris(2-carboxyethyl)phosphine (TCEP) and cOmplete protease inhibitors (Roche). Cells were lysed by sonication and cell debris pelleted at 25,000 rpm for 40 min. The soluble fraction was applied to a 1 ml Ni-NTA column and the protein eluted with resuspension buffer + 200 mM imidazole. The protein was dialysed against 25 mM Tris, pH 8.0, 300 mM NaCl and 1 mM TCEP. The protein was then applied to a heparin column to remove any bound DNA using a salt gradient from 300 mM to 2 M NaCl. The protein was dialysed overnight in the presence of TEV protease (10:1) to cleave the His-MBP tag at 4 °C. The protein was then passed over a Ni-NTA column to deplete the His-MBP and any uncleaved protein. A second heparin column was run to remove any His-MBP and to obtain pure SEP3 MI. The protein was concentrated to ~6 mg/ml and used for crystallisation trials. SEP MI mutant constructs were generated using the QuikChange (Agilent) protocol according to the manufacturer’s instructions. Primers used for mutagenesis are given in Supplementary Table 3.

### Protein crystallisation, data collection and refinement

SEP3 MI at a concentration of 6 mg/ml was mixed at a 1:1 ratio with potassium sodium tartrate tetrahydrate (0.2 M), bis-tris propane (0.1 M, pH 7.5) and 20% PEG 3350. The protein crystallised over 20 days at 4 °C forming a diamond shaped single crystal. Fifteen percent glycerol was used as a cryoprotectant and the crystal flash frozen in liquid N_2_. Diffraction data were collected at 100 K at the European Synchrotron Radiation Facility, Grenoble, France, on ID29 at a wavelength of 1.0 Å. Indexing was performed using MXCube^56^ and the default optimised oscillation range and collection parameters used for data collection. The dataset was integrated and scaled using the programs *XDS* and *XSCALE*^57^. The structure of the MEF2 dimer (PDB code 3KOV) was used as a search model. Molecular replacement was performed using Phaser^58^. Model building was performed using Coot^59^ and all refinements were carried out in Refmac^60^. The structure quality was assessed using MolProbity. Data collection and refinement statistics are given in Table 1. The structure is deposited under PDB code 7NB0.

### In vitro pull-down assays

The following constructs from type I and type II MADS TFs are cloned into pTnT vector for in vitro pull-down assays. Type I MADS TFs include AGL61^M^(63-122)-5Myc, AGL61^MI^(63-155)-5MyC, PHE^M^(1-60)-3FLAG, PHE^MI^(1-95)-3FLAG, AGL80^M^(1-61)-3FLAG and AGL80^MI^(1-88)-3FLAG, and type II MADS TFs include SEP3^M^(1-57)-3FLAG, SEP3^MI^(1-90)-3FLAG, AG^M^(1-73)-5MyC, AG^MI^(1-107)-5MyC, AG(ΔN)^M^(17-73)-5MyC, AG(ΔN)^MI^(17-107)-5MyC, AP1^M^(1-57)-5MyC and AP1^MI^(1-92)-5MyC. A list of primers used for cloning is provided in Supplementary Table 4. Proteins were produced using in vitro transcription and translation system using wheat germ extract following manufactures’ instructions (SP6 High Yield Expression System from Promega). Briefly, purified plasmids were used as input in a 2 h 25 °C incubation reaction. For single input reactions, 1 µg of plasmid was used in a 25 µl reaction volume. For double input reactions, 1 µg plasmid of each construct was used in a 25 µl reaction volume. Ten percent of each input reaction (i.e., 2.5 µl) was used as input for western blots. The rest of the reaction was used for pull-down experiments. Briefly, each reaction was completed to 100 µl using PBS buffer (150 mM sodium phosphate, pH 7.2 and 150 mM NaCl), and added with 10 µl of the appropriate magnetic beads (anti-Myc beads cat. 88842, Pierce or anti-FLAG beads cat. M8823, Merck Millipore) and incubated for 1 h at 4 °C. The beads plus protein solution suspension was then placed on magnets, and the supernatant was discarded. The beads were washed with PBS buffer four times, and SDS-PAGE loading dye was added to the beads and boiled for 5 min at 95 °C. Western blots were used to assess the pull-down results using anti-c-Myc (cat. R951-25 Thermo Fisher) and anti-FLAG antibodies (cat. A8592 Sigma-Aldrich) at a dilution of 5000× for both antibodies.

### EMSA experiments

Proteins for EMSAs experiments were produced as described above. EMSAs were performed as described with 10 nM DNA labelled with Cy5 (Eurofins) using a 103-bp DNA fragment containing two CArG boxes belonging to the *SEP3* promoter^32^. For each EMSA, a negative control was run, ‘free probe’ in which the in vitro translation assay was done with pTNT vector without any insert and incubated with the DNA probe.

### Yeast two-hybrid screening

AP1, AG and the chimeric construct, AG^IAP1^(residues 74–107 of AG replaced by residues 58–92 of AP1) were cloned into pENTR/D-TOPO^®^ (Kan) gateway entry vector. Subsequently, gateway LR reactions were performed using pDEST32 (pBDGAL4) and pDEST22 (pADGAL4) destination vectors. The resulting pDEST32-AG, pDEST32-AP1 or pDEST32-AG^IAP1^ expression construct was transformed into yeast strain PJ69-4α, and pDEST22-AG, pDEST22-AP1 or pDEST22-AG^IAP1^ into PJ69-4A, followed by an autoactivation screen for the bait vector as described^56^. Upon confirmation that the AG^IAP1^ bait did not possess any autoactivation capacity, a matrix-based Y2H screening was performed following the protocol described in ref. ^61^. Bait and prey clones of all native *Arabidopsis* type II MIKC^c^ MADS TFs were generated previously^13^ and were screened against AP1, AG and AG^IAP1^. Growth of yeast and hence protein–protein interaction events were scored after 7 days of incubation at 20 °C on selective medium. Three different selective media were used: SD lacking leucine, tryptophan and histidine (-LWH) and supplemented with 1 mM 3-amino-1,2,4-triazole (3-AT); SD-LWH + 5 mM 3-AT and SD lacking L, W and adenine. Mating was performed twice in independent experiments and only combinations of MADS TFs giving growth on all three selection media and in both replica were scored as interaction events.

### Seq-DAP-seq

Seq-DAP-seq for SEP3-AG^IAP1^complex was performed as described previously^31^. Briefly, 2 µg of each purified plasmid (pTnT-SEP3-3FLAG and pTnT- AG^IAP1^−5MyC) was used as input in a 50 µl TnT reaction incubated at 25 °C for 2 h (Promega). The reaction solution was then combined with 50 µl IP buffer (PBS supplemented with 0.005% NP40 and proteinase inhibitors (Roche)) and mixed with 20 µl anti-FLAG magnetic beads (Merck Millipore). Following 1 h incubation at room temperature, the anti-FLAG magnetic beads were immobilised, and washed three times with 100 µl IP buffer. Protein complexes were eluted with 100 µl IP buffer supplemented with 200 µg/ml 3xFLAG peptide (Merck Millipore). The eluted protein was then immobilized on anti-c-Myc magnetic beads (Thermo Fisher) and washed three times with 100 µl IP buffer to isolate homogeneous SEP3-AG^IAP1^complex. The purified protein complex, while still bound on anti-c-Myc magnetic beads, was incubated with 50 ng DAP-seq input library pre-ligated with Illumina adaptor sequences. The reaction was incubated for 90 min, and then washed six times using 100 µl IP buffer. The bound DNA was heated to 98 °C for 10 min and eluted in 30 µl EB buffer (10 mM Tris-Cl, pH 8.5). The eluted DNA fragments were PCR amplified using Illumina TruSeq primers for 20 cycles, and purified by AMPure XP beads (Beckman). The libraries were quantified by qPCR, pooled and sequenced on Illumina HiSeq (Genewiz) with specification of paired-end sequencing of 150 cycles. Each library obtained 10–20 million reads. The seq-DAP-seq was performed in triplicate.

### Seq-DAP-seq data analysis

Reads processing and peak calling for SEP3-AG and SEP3-AG^IAP1^ were performed as previously described^31^. Briefly, reads were checked using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and adaptor sequences removed with NGmerge^62^ and mapped with bowtie25^63^ onto the TAIR10 version of the *A. thaliana* genome (www.arabidopsis.org), devoid of the mitochondrial and the chloroplast genomes. The duplicated reads were removed using the samtools rmdup program^64^. The resulting alignment files for each sample were input to MACS2^65^ to call peaks using the input DNA as control. Consensus peaks between replicates were defined using MSPC^66^ (*P* value cutoff = 10^−4^) for each experiment. Each consensus peak was scanned for possible subpeaks, split into several peaks if needed and the peak widths were then re-sized to ±200 bp at both side of the peak maximal height. For all the resulting peaks, coverage was computed as the mean of the normalised read coverage for each replicate. This normalised coverage defines the binding intensity of a heterocomplex at a bound region.

Comparison between SEP3-AG and SEP3-AG^IAP1^ was performed as follows. SEP3-AG or SEP3-AG^IAP1^ was merged according to the following procedure: peaks were considered common if at least 80% of two peaks overlapped with <50% of either peak non-overlapping. Peaks that did not overlap by >50% of their length were considered new peaks. These values were chosen empirically based on visual inspection of the peaks in the Integrated Genome Browser^67^. The averaged normalised coverage from each experiment, divided by the peak size, was computed for each peak. Figure 4 was computed using R (https://www.Rproject.org) and the ggplot library^68^. The coverage fold reduction (CFR) was computed as the ratio between the mean normalised coverages in SEP3-AG^IAP1^ and SEP3-AG seq-DAP-seq. The top 15% sequences with extremes CFR were considered SEP3-AG^IAP1^ and SEP3-AG specific and used to search for differential DNA patterns that potentially direct TF differential binding using sequence modelling. Detection of preferred spacings between canonical CArG boxes was performed as in ref. ^31^.

PWM, TFFM and KSM were obtained as follows. For each experiment, PWM, TFFM and KSM models were reconstructed out of the 600 best peaks (judged according to their averaged coverage). PWM were generated by the meme-suite, using meme-chip^69^ with options -meme-minw 16, -mememaxw 16, -meme-nmotifs 1 –meme-pal. TFFM were generated using the TFFM-framework package and the PWM obtained in the meme-chip output^70^. KSM is a recently developed TF binding motif representation that consists of a set of aligned k-mers that are over-represented at TF binding sites. KSM were generated using the KMAC tool^43^ with options set to search k-mers, with size ranging from 4 to 20 bp in a 300 bp sliding windows, that are enriched compare to TF unbound sequences. TF binding sites were predicted by searching the PWM, TFFM and KSM models against TF bound sequences and unbound sequences. PWM and TFFM scan was performed using in house scripts. KSM were searched using the KSM tool^43^. The best TFFM/PWM scores and the sum of KSM scores (because distinct KSM can hit to the same subject sequence) obtained for each bound regions and for unbound regions are retained to assess the prediction power of each model in an area under the receiver operating characteristic curve. In this assessment, the unbound set of regions are chosen with similar GC content, size and origin (promoter, intron, exon and intergenic) than the set of bound regions^71^. The set of unbound sequences fed to KMAC to detect enriched k-mer is different than the one used to evaluate the KSM model prediction.

### Plant material and growth conditions

All experiments were performed using *A. thaliana* Col-0 accession. *Ap1*-7 allele was obtained from *cal/cal ap1-7* plants kindly provided by Justin Goodrich and the *ap1-11* (N6231) mutant was ordered from the Nottingham Arabidopsis Stock Centre. Seedlings were grown in controlled growth chambers in long day conditions (16 h light/8 h dark) at 22 °C for plant transformation and phenotype analysis. WT, *ap1* mutant and complemented lines were always grown in parallel.

### Plasmid constructs for plant transformation

Constructs used for the primary transformant phenotypic analysis were cloned into a modified version of pMDC32 binary vector^72^, where the *2x35S* promoter was replaced with the *AP1* promoter. *AG*^*MAP1*^, *AG*^*MIAP1*^, *AG*^*MIKAP1*^*, AG*^*KCAP1*^*, AG*^*CAP1*^, *AP1*^*IAG*^ and *AG*^*IAP*^ coding sequences were amplified from *pTNT-AG*^*MAP1*^, *pTNT-AG*^*MIAP1*^*, pTNT-AG*^*MIKAP1*^*, pTNT-AG*^*KCAP1*^*, pTNT-AG*^*CAP1*^, *pTNT-AP1*^*IAG*^ and *pTNT-AG*^*IAP*^ vectors and subsequently inserted by XbaI restriction enzyme downstream of the *AP1* promoter (Supplementary Table 5). *pTNT-CDS* vectors were generated through Gibson assembly (NEB).

*AP1*::*AP1*, *AP1*::*AG* and *AP1*::*AG*^*IAP1*^ vectors were generated using Gibson assembly in the vector backbone *pFP100*^73^. *AP1* promoter and *OCT* terminator were PCR amplified from *pML-BART-AP1pro:AP1-AR* plasmid^74^. *AP1*, *AG* and *AG*^*IAP1*^ coding sequences were amplified from *pTNT*-*AP1*, *pTNT*-*AG* and *pTNT*- *AG*^*IAP1*^ vectors. Primer sequences are given in Supplementary Table 6.

### Plant transformation and floral phenotype analysis

All the plant transformations were performed using *ap1* mutant plants following the floral dip method^75^. For primary resistant analysis in *ap1-11* intermediate allele, T1 seeds were sown on the 0.5X MS medium supplemented with 20 µg/ml hygromycin. Resistant plants were transferred to soil. Flowers arising from the primary shoot were analysed by light microscopy. For the detailed analysis of the *AP1::AP1*, *AP1::AG* and *AP1::AG*^*IAP1*^, the strong allele *ap1-7* was used as transformation background and T1 seeds were selected based on the seed specific GFP selection marker. Flower phenotypic analyses were performed by light microscopy on flower number ~10–19 based on their order of emergence on more than 20 T1 plants for each construct, growing in parallel to *ap1*-7 plants_._ Three independent lines with one insertion expressing *AG, AP1* and *AG*^*IAP1*^ were selected for further phenotype analyses.

### Environmental SEM

SEM experiments were performed at the Electron Microscopy Facility of the ICMG Nanobio-Chemistry Platform (Grenoble, France). Untreated flowers were directly placed in the microscope chamber. Care was taken to maintain humidity during the pressure decrease in the chamber in order to prevent tissue drying. Secondary electron images were recorded with a Quanta FEG 250 (FEI) microscope while maintaining the tissue at 2 °C, under a pressure of 500 Pa and a 70% relative humidity. The accelerating voltage was 14 kV and the image magnification ranged from 100 to 800×. Flowers from three independent lines were observed for each genotype.

## Supplementary information

Supplementary Information

Peer Review File

## Data Availability

Crystallographic data have been deposited with the PDB under the code 7NB0. SEP3-AG^AP1I^ DAP-seq sequence data from this article can be found in the NCBI GEO data libraries under accession number GSE166205. *Arabidopsis* mutants are available upon request to the authors. Source data are provided with this paper.

## Source data

Source Data

## Code availability

Python, R and Shell scripts are available at https://github.com/Bioinfo-LPCV-RDF/TF_genomic_analysis_genomic_analysis and 10.5281/zenodo.5060328^76^.

# Supplementary material for: The intervening domain is required for DNA-binding and functional identity of plant MADS transcription factors
**Source:** Nat Commun. 2021 Aug 6;12:4760. doi: 10.1038/s41467-021-24978-w
**Supplement:** Supplementary file 1 — Supplementary Information

## Slide 1

Supplementary Figure 1.
A
B
### Chart
| Category | WT | WT | WT | R69P | R69P | R69P | Y70E | Y70E | Y70E | R69L | R69L | R69L | Buffer | Buffer | Buffer |
|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|SEP3-MIR69L
SEP3-MIR69P
SEP3-MIY70E
SEP3-MIWT
kDa
Fluorescence
37
20
15
10
Temperature (°C)
D
C
DNA alone
SEP3Y70E
SEP3R69L
SEP3R69P
SEP3Y70E
SEP3R69L
SEP3R69P
SEP3Y70E
SEP3R69L
SEP3R69P
SEP3
SEP3
SEP3
(i)
(ii)
Tetramer
Dimer
Free DNA
Supplementary Figure 1. Point mutations targeting the SEP3 I domain cause destabilization of the protein and impair DNA binding. (A) Purification of the recombinant SEP3-MI domain wild type and mutant proteins (SEP3-MI, SEP3-MIY70E, SEP3-MIR69P and SEP3-MIR69L). (B) Thermal shift assays of the recombinant SEP3-MI domain proteins in (A) showing that mutations in the I domain destabilize the protein. Melting temperature of the wild type SEP3-MI is higher than that of the mutant proteins. (C) Western blot of in vitro transcription and translation produced SEP3 full-length wild type and mutant proteins. (D) EMSA experiment using the proteins in (C) showing that I domain mutants of SEP3 full-length protein are sufficient to impair DNA binding. Two concentrations of in vitro produced proteins were used for the EMSA (1ul in (i) and 3ul in (ii)). DNA probe is the 103 bp sequence from SEP3 promotor with two CArG boxes, and labelled with Cyanine-5. Tetramer and dimer are indicated.

## Slide 2

Supplementary Figure 2.
M domain
Continued on next page

## Slide 3

M domain
I domain or I domain-like region
Legend on next page

## Slide 4

Supplementary Figure 2. Sequence alignment of MADS TFs from Arabidopsis thaliana. Sequences were taken from The Arabidopsis Information Resource. The alignment suggests that MADS TFs contain a conserved region (green bar) C-terminal to the M domain (black bar) that shares similar physio-chemical proprieties. This region is predicted to be alpha helical. The sequence alignment was performed using ESPript 3.x sever. For simplicity, only the M domain plus the I domain or I region is shown. Secondary structure elements on top of the alignment (alpha helix in spinal string and beta sheets in black arrows) corresponds to SEP3-MI structure (this study). Amino acids with similar physio-chemical proprieties are boxed and shown in red.

## Slide 5

Supplementary Figure 3.
Supplementary Figure 3. Replicate reproducibility of DAP-seq experiments. Scatter plots of coverage, normalized by the total number of reads in peaks, between three replicates of SEP3-AG (A, B and C) and SEP3-AGIAP1 (D, E and F) DAP-seq, respectively. Pearson’s correlation are indicated at the top of each plots, indicating high reproducibility.

## Slide 6

Supplementary Figure 4.
A
Plate ADI (fused with activation domain)
| | 12 | 11 | 10 | 9 | 8 | 7 | 6 | 5 | 4 | 3 | 2 | 1 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A | AGL49 | AGL41 | ABS II | | FLC | | AGL19 | | STK | | SPH2 | PI |
| B | AGL50 | AGL42 | AGL34 | | AGL26 | | SOC1 | | XAN | | SHP2A | AP3 |
| C | AGL51 | AGL43 | AGL35 | | FLM | | AGL21 | | AGL13 | | AGL6 | AG |
| D | AGL52 | AGL44 | AGL36 | | AGL28 | | SVP1 | | AGL14 | | AP1 | SPH1 |
| E | AGL53 | AGL45 | AGL37 | | AGL29 | | SVP2 | | AGL15 | | FUL | SEP1 |
| F | | AGL46 | AGL38 | | AGL30 | | SVP3 | | AGL16 | | SEP3 | SEP4 I |
| G | | AGL47 | AGL39 | | MAF2 | | AGL23 | | AGL17 | | SEP3dC | SEP4 II |
| H | | AGL48 | AGL40 | | ABS I | | AGL24 | | AGL18 | | CAL | SEP2 |
Plate ADII (fused with activation domain)
| | 12 | 11 | 10 | 9 | 8 | 7 | 6 | 5 | 4 | 3 | 2 | 1 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A | FLMdelta | AGL97 | MAF5.1 | AGL87 | CAL1,2 | AGL79 | | AGL72 | | AGL62 | | AGL54 |
| B | FLMgamma | AGL98 | MAF5.I | AGL89 | AP1 B | AGL80 | | AGL73 | | AGL63 | | AGL55 |
| C | SOC1beta | AGL99 | MAF4.III | AGL90 | AP1 3,4 | AGL81 | | AGL74N | | AGL64 | | AGL56 |
| D | MAF2.1 | AGL101 | MAF2.3 | AGL91 | AP1 1,2 | AGL82 | | AGL74I | | AGL65 | | AGL57 |
| E | MAF2.III | AGL102 | MAF4.1 | AGL92 | | AGL83 | | AGL74II | | AGL66 | | AGL58 |
| F | MAF4.2 | AGL103 | MAF2.2 | AGL93 | | AGL85 | | AGL76 | | AGL67W | | AGL59 |
| G | MAF5.II | AGL104 | FLMalfa | AGL94 | | AGL86 | | AGL77 | | AGL68 | | AGL60 |
| H | CAL3,4 | AGL105 | FLMbeta | AGL96 | | AGL88 | | AGL78 | | AGL71 | | AGL61M |
Plate BDI (fused with binding domain)
| | 12 | 11 | 10 | 9 | 8 | 7 | 6 | 5 | 4 | 3 | 2 | 1 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A | AGL43 | AGL35 | | FLM | | AGL21 | | AGL13 | | AGL5a | | PI |
| B | AGL44 | AGL36 | | AGL28 | | SVP1 | | AGL14 | | AGL6 | | AP3 |
| C | AGL45 | AGL37 | | AGL29 | | SVP2 | | AGL15 | | AP1 | | AG |
| D | AGL46 | AGL38 | | AGL30 | | SVP3 | | AGL16 | | FUL | | SHP1 |
| E | AGL47 | AGL39 | | AGL31 | | AGL23 | | AGL17 | | SEP3dC | | SEP4 I |
| F | AGL48 | AGL40 | | ABS I | | AGL24 | | AGL18 | | CAL | | SEP4 II |
| G | AGL49 | AGL41 | | ABS II | | FLC | | AGL19 | | STK | | SEP2 |
| H | AGL50 | AGL42 | | AGL34 | | AGL26 | | SOC1 | | XAN | | SHP2 |
Plate BDII (fused with binding domain)
| | 12 | 11 | 10 | 9 | 8 | 7 | 6 | 5 | 4 | 3 | 2 | 1 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A | AGL103 | AGL93 | MAF5.1 | AGL85 | MAF4.2 | AGL77 | | AGL68 | | AGL60 | | AGL51 |
| B | AGL104 | AGL94 | MAF5.I | AGL86 | MAF5.II | AGL78 | | AGL71 | | AGL61M | | AGL52 |
| C | AGL105 | AGL96 | MAF4.III | AGL87 | CAL3,4 | AGL79 | | AGL72 | | AGL62 | | AGL53 |
| D | FLMdelta | AGL97 | MAF2.3 | AGL88 | CAL1,2 | AGL80 | | AGL73 | | AGL63 | | AGL54 |
| E | FLMgamma | AGL98 | MAF4.1 | AGL89 | AP1 B | AGL81 | | AGL74N | | AGL64 | | AGL55 |
| F | SOC1beta | AGL99 | MAF2.2 | AGL90 | AP1 3,4 | AGL82 | | AGL74I | | AGL65 | | AGL56 |
| G | MAF2.1 | AGL101 | FLMalfa | AGL91 | AP1 1,2 | AGL83 | | AGL74II | | AGL66 | | AGL57 |
| H | MAF2.III | AGL102 | FLMbeta | AGL92 | | AGL84 | | AGL76 | | AGL67W | | AGL59 |

## Slide 7

B
SD-LWH + 5mM 3-AT
SD-LWA
SD-LWH + 1mM 3-AT
C
AP1 as bait
BDI rep1
ADI rep2
ADI rep1
BDI rep2
ADII rep1
BDII rep1
ADII rep2
BDII rep2
D
AGAP1-I as bait
BDI rep2
BDI rep1
ADI rep1
ADI rep2
BDII rep2
BDII rep1
ADII rep1
ADII rep2

## Slide 8

E
AG as bait
ADI rep2
BDI rep1
BDI rep2
ADI rep1
ADII rep1
ADII rep2
BDII rep1
BDII rep2
F
| Bait | Interactors | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| AP1 | SHP1 | SEP1 | | SEP3 | SEP4II | AGL6 | | | | | SOC1 | | SVP1 | | |
| AGIAP1 | SHP1 | SEP1 | | SEP3 | SEP4II | AGL6 | | AGL13 | AGL15 | AGL16 | SOC1 | | | | AGL24 |
| AG | SHP1 | SEP1 | SEP2 | SEP3 | | AGL6 | FUL | | AGL15 | AGL16 | | AGL21 | | SVP2 | |
Supplementary Figure 4. Yeast two-hybrid screening using AG, AP1 and AGAP1-1 as bait against MADS TFs from Arabidopsis. (A) Plate setup for the Y2H screen. AP1, AGIAP1 and AG are used as bait and the indicated MADS TFs in the table are used as prey. The position of the MADS TFs in the table correspond to that on the Y2H plate in (C-E). Two replicates were performed for each plate (Rep1 and Rep2). The screening is done in both directions, i.e., bait fused with binding domain against prey fused with activation domain, and vice versa. (B) Schematic of plates with different selective medium correspond to each panel in (C-E). SD-LWH + 5mM 3AT, SD base medium without Leucine (L), Tryptophan (W) and Histidine (H), and with addition of 5mM 3-amino-1,2,4-triazole (3-AT; inhibitor of the HIS3 reporter gene); SD-LWA + 1mM 3AT, SD base medium without L, W and H, and with addition of 1mm 3-AT; SD-LWA, SD base medium without L, W and Adenine (A). (C) AP1 as bait. (D) AGIAP1 as bait. (E) AG as bait. (F) Interactions identified based on strict scoring. Only combinations of MADS TFs giving growth on all three selection medium and in both replica were scored as interaction events. Only MIKCc type MADS TFs, which are primary MADS TFs known to interact with floral homeotic MADS, were selected for analysis.

## Slide 9

Supplementary Figure 5.
A
B
C
A
ap1-
WT
ap1-7
ap1-7
WT
D
E
F
B
WT
ap1-7
ap1-7
ap1-7
Supplementary Figure 5. Characteristic phenotypes of ap1-7 mutant. Left panel: A and D show a typical Arabidopsis WT flower and inflorescence, respectively in the Col-0 background. Arrows point to unbranched trichomes on sepals. The ap1-7 mutant flowers (B, C) show a homeotic conversion of sepals to bracts with flower buds produced at the axil of each bract and no petals are present in the second whorl. Branched trichomes are indicated by arrows (C) characteristic of leaves and bracts. Apical inflorescence in ap1-7 (E) show flowers with stipules instead of first whorl organs. Determinate branched structure (F), common in strong ap1 mutants are absent in WT. Right panels show close-ups of WT sepal (A) showing characteristic elongated epidermal cells (arrow) that are missing in the bract-like organ present (B) in ap1-7 first whorl. Scale bar indicates 100 µm in B and 1 mm in A, C, D, E, F left panel and 100 µm in A and B, right panel.

## Slide 10

Supplementary Figure 6 (related to Figure 7)
A
stigmate
replum
valve
ovules
B
WT
C
D
# 7.4
Supplementary Figure 6. AG expression in whorls 1 and 2 in ap1-7 mutant show carpel development in whorl 1 and no petal in whorl 2. ap1-7 lines expressing AG (AP1::AG ap1-7) under the control of the AP1 promoter were grown at 22°C in long days. Flowers from a T1 plant (left panel, A) and 3 independent T3 lines (left panel, B and D) are presented. Scale bars indicate 1mm. Right panel shows characteristic epidermal cells of carpel and ovules, observed by SEM on ap1-7 AP1::AG whorl 1. Scale bars indicate 100 µm in A and 200 µm in B, C, D and 100 µm for MEB analysis in panels at right.
ap1-7
AP1::AG

## Slide 11

Supplementary Figure 7.
Supplementary Figure 7. Observation by SEM of petal surfaces from 3 independant ap1-7 lines expressing AGIAP1 (shown in Figure 6). Scale bar indicates 100 µm.

## Slide 12

Supplementary Figure 8.
A
B
ap1-7
AP1::AGIAP1
Supplementary Figure 8. Some petals in ap1-7 expressing AGIAP1 show stamenoid cells in addition to petal identity cells. (A) Petals of 2 flowers of AP1::AGIAP1 plants exhibiting stamenoid cells (circled in red). (B) SEM of petal epidermal cells showing conical cells characteristic of petal identity together with stamenoid cells. Red circles indicate stamenoid cells. 75 to 90% of the flowers showed at least one petal with clusters of stamenoid cells. Scale bar indicates 1 mm in A and 100 µm in B.

## Slide 13

Supplementary Table 1. Mapping and peak calling statistics of DAP-seq experiments
| Hetero-complex | Replica | Library | #Raw reads | #Mapped reads | Mapping rate (%) | Insert size (bp) | #MACS2 reads\* | #MACS2 peaks | FRIP\*\* | #MSPC peaks | #Final peaks | #Merged peaks | #Reads in merged peaks | FRIP in merged peaks |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| SEP3-AG | 1 | LIB9-8 | 32628426 | 17222923 | 53 | 265 | 11831650 | 8858 | 33 | 6151 | 6347 | 7154 | 5014272 | 42 |
| | 2 | LIB9-12 | 26701060 | 13664405 | 51 | 237 | 10776240 | 6609 | 21 | | | | 2863289 | 27 |
| | 3 | LIB9-14 | 23612294 | 11079350 | 47 | 197 | 7922941 | 9597 | 30 | | | | 2930913 | 37 |
| SEP3-AGIAP1 | 1 | LIB9-13 | 23215368 | 10043171 | 43 | 199 | 7789460 | 7331 | 21 | 3488 | 3552 | | 1983042 | 25 |
| | 2 | LIB9-18 | 39525368 | 18257662 | 46 | 178 | 14066117 | 3770 | 11 | | | | 2438474 | 17 |
| | 3 | LIB9-20 | 34740970 | 15708587 | 45 | 176 | 12335705 | 4509 | 12 | | | | 2208899 | 18 |
| None | 1 | LIB1-1 | 22535270 | 16901452 | 75 | 249 | NA | NA | NA | NA | NA | NA | NA | NA |
| \*Number of reads retained by MACS2 for peak calling. FRIP, Fraction of reads in peaks. NA, not applicable. | | | | | | | | | | | | | | |

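Supplementary Table 1 follows the libraries from raw reads to the final peaks. The mapped reads are those placed on the nuclear genome, the MACS2 peaks are regions in which a replicate had more reads than the input DNA, and the FRIP is the percentage of reads that fall in them, which rises with the specificity of the pulldown. For SEP3-AG IAP1, the table lists 7331, 3770 and 4509 MACS2 peaks and a FRIP of 21, 11 and 12 for replicas 1, 2 and 3, so the replica with the fewest mapped reads had the most peaks. MSPC then joins evidence from the replicates at each region, which left 3488 consensus peaks in the table. Splitting of peaks that hold more than 1 maximum gave the 3552 final peaks. The deposited list has the same number of regions, and merging those that overlap gives 3512.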

## Slide 14

Supplementary Table 2. T1 transformants in the ap1-7 and ap1-11 background
and phenotype description.
| Genotype | n ( T1 plants) | Representation percentage | Phenotype |
| --- | --- | --- | --- |
| AP1:: AP1CAG ap1-11 | 13 | 53% | WT |
| | | 38% | Partial petal recovery; lateral flower develops. |
| AP1:: AP1KCAG ap1-11 | 13 | 92% | Petal recovery; presence of sepaloid organs; occasionally reduced number of sepals and petals. |
| AP1:: AP1IKCAG ap1-11 | 20 | 30% | Partial petal recovery; sepaloid organs; reduced number of organs in 1st and 2nd whorl |
| | | 40% | Missing petals; reduced number of sepals |
| AP1:: AP1IAG ap1-11 | 29 | 80% | Partial petal recovery; sometimes sepaloid organs; reduced number of organs in 1st and 2nd whorl |
| AP1:: AGIAP1 ap1-11 | 5 | 80% | 4 sepaloid organs in whorl 1, no secondary flower, petals in whorl 2, some reduced number of petals |
| AP1:: AP1 ap1-7 | 26 | 100% | WT |
| AP1:: AGIAP1 ap1-7 | 28 | 53% | 4 sepaloid organs in whorl 1, no secondary flower, between 3 to 4 petal in whorl 2 |
| AP1:: AG ap1-7 | 26 | 100% | carpels in whorl 1, no axillary buds, No petals in whorl 2, no stamen in whorl 2 |

## Slide 15

Supplementary Table 3. Primer list for QuikChange mutagenesis for SEP3 MI mutants
| SEP3 MI mutant | Primers |
| --- | --- |
| SEP3MI Y70E | Forward: 5' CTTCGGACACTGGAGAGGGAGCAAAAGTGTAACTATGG 3'Reverse: 5' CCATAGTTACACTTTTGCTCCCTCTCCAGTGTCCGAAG 3' |
| SEP3MI R69P | Forward: 5' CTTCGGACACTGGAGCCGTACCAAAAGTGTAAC 3'    Reverse: 5' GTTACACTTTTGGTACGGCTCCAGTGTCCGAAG 3' |
| SEP3MI R69L | Forward: 5' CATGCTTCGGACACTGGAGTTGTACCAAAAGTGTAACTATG 3'    Reverse: 5' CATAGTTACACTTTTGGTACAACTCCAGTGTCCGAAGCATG 3' |
| SEP3MI R69P and Y70E | Forward: 5' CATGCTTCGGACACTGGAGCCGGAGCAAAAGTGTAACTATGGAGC 3'    Reverse: 5' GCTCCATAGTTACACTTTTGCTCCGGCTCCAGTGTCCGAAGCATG 3' |
| SEP3MI S60P | Forward: 5' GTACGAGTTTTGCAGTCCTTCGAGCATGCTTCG 3'    Reverse: 5' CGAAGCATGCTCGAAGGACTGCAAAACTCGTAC 3' |

## Slide 16

Supplementary Table 4. Primer list for pTnT constructs

## Slide 17

Table 5. Primers used for cloning of chimeras into pMDC32 binary vector.
| Construct | Name | Sequence |
| --- | --- | --- |
| AGMAP1 | K3829 | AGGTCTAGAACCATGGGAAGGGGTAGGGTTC |
| | K3830 | ACCTCTAGATTACACTAACTGGAGAGCGG |
| AGMIAP1 | K3829 | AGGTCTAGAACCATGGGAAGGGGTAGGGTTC |
| | K3830 | ACCTCTAGATTACACTAACTGGAGAGCGG |
| AGMIKAP1 | K3829 | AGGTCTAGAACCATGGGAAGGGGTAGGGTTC |
| | K3830 | ACCTCTAGATTACACTAACTGGAGAGCGG |
| AGKCAP1 | K3828 | AGGTCTAGAACCATGGCGTACCAATCGGAG |
| | K3831 | ACCTCTAGATCATGCGGCGAAGCAGCC |
| AGCAP1 | K3828 | AGGTCTAGAACCATGGCGTACCAATCGGAG |
| | K3831 | ACCTCTAGATCATGCGGCGAAGCAGCC |
| AP1IAG | K3829 | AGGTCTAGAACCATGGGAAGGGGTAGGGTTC |
| | K3831 | ACCTCTAGATCATGCGGCGAAGCAGCC |
| AGIAP1 | K3828 | AGGTCTAGAACCATGGCGTACCAATCGGAG |
| | K3830 | ACCTCTAGATTACACTAACTGGAGAGCGG |

## Slide 18

Supplementary Table 6. Primer list for pFP100 constructs
| AP1promo\_fwd | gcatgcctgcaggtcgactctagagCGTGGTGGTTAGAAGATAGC | Gibson assembly cloning of AP1 promoter with AP1 cDNA and OCS term into pFP100 |
| --- | --- | --- |
| AP1promoAP1\_rev | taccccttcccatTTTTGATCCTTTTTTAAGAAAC | |
| AP1\_fwd | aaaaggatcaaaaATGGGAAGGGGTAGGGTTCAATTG | Gibson assembly cloning of AP1 cDNA with AP1 promoter and OCS term into pFP100 |
| AP1\_rev | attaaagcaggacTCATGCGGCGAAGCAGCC | |
| OCS-AP1\_ter\_fwd | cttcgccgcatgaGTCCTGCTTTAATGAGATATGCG | Gibson assembly cloning ofOCS ter with AP1 promoter and CDNA into pFP100 |
| OCS\_ter\_rev | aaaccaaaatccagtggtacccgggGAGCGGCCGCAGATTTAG | |
| AP1promo\_fwd | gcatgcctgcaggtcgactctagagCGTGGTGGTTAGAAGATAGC | Gibson assembly cloning of AP1 promoter with AG cDNA and OCS term into pFP100 |
| AP1promoAG\_rev | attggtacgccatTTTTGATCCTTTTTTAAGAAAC | |
| AG fwd | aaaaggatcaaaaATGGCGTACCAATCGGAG | Gibson assembly cloning of AG cDNA with AP1 promoter and OCS term into pFP100 |
| AG\_ rev | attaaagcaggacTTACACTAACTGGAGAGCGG | |
| OCS\_AG ter\_fwd | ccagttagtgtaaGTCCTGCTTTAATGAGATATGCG | Gibson assembly cloning of OCS ter with AP1 promoter and AG CDNA into pFP100 |
| OCS\_terminator\_rev | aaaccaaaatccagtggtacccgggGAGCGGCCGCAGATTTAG | |
| AP1promo\_fwd | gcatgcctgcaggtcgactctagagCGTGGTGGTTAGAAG | Gibson assembly cloning of AP1 promoter with AGIAP1 cDNA and OCS term into pFP100 |
| AP1promoAGIAP1\_rev | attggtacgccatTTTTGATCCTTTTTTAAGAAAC | |
| AGIAP1 fwd | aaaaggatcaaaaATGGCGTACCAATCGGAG | Gibson assembly cloning of AGIAP1 cDNA with AP1 promoter and OCS term into pFP100 |
| AGIAP1 rev | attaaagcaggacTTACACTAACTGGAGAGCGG | |
| OCS\_ AGIAP1 ter\_fwd | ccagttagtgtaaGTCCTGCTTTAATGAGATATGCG | Gibson assembly cloning of OCS ter with AP1 promoter and AGIAP1 CDNA into pFP100 |
| OCS\_terminator\_rev | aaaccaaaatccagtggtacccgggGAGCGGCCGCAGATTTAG | |

How the deposited data were processed for this re-analysis (not part of the article)

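Seq-DAP-seq measured the binding of the SEP3-AG IAP1 complex, made in vitro, to sheared genomic DNA of Arabidopsis in 3 replicates. The authors checked the reads with FastQC, removed adaptors with NGmerge, mapped the reads with bowtie2 to TAIR10 without the organelle genomes, removed duplicates with samtools rmdup, called peaks in each replicate with MACS2 against input DNA and joined the replicates with MSPC. They split consensus peaks with several maxima and re-sized each to 200 bp on both sides of the maximum. The submitters' processing notes name Bowtie2, SAMtools, MACS2 and TAIR10, and the versions of the tools are not given in the sources used here. The deposited list holds positions alone, with no other unit, and its 3 replicates are combined, so p-values here measure how the regions differ from unbound or random regions and not the spread between replicates. How strictly the authors called and joined peaks sets which sites appear at all, and re-sizing to a fixed width sets how many sites a peak can hold.

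Sequences and genes were taken from the reference of TAIR10 with its NCBI annotation. The last peak on each chromosome ended within the reference chromosome, and CArG boxes lay at the centres of the peaks, which checks that the coordinates match. Coordinates are given counting from 1. All 149 entries of the gene lists matched the annotation by gene identifier.

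Unbound regions of 400 bp were drawn outside all peaks from 584681 candidate regions and matched to each peak in GC content (bins of 2 percentage points) and origin (promoter within 1000 bp upstream of a gene, then exon, intron or intergenic, by midpoint), in 1000 sets. Fisher's exact test on distances and the test of periodicity in unbound regions used all candidate regions, without this matching. The matrix of 16 bp was fitted by expectation maximisation over 30 iterations, with 0 or 1 site per peak and a palindrome constraint. The start was a CArG box already flanked by TT and AA. Scores are log2 ratios to the base composition of the peaks, in bits. The k-mer model was a logistic regression with an L2 penalty (C of 0.01, a value set when the model was written and not part of the design). For spacing, sites were those above the score that gives 1 site per 2000 bp of the genome. The enrichment at a distance is its share among pairs 20 to 80 bp apart in peaks, divided by the same share in the unbound sets, tested with an exact two-sided binomial test that takes the unbound share as known, so that its p-values can be too small. The test also takes the pairs as independent, although a peak with 3 or more sites can give several. Gene lists were tested against 10000 random lists matched on window length in 20 bins, with Benjamini-Hochberg adjustment over the 7 lists.

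The rule for the genes named was fixed before the data were examined: 18 MADS genes from the paper's binding and interaction experiments, with or without a peak (the type I genes AGL61, AGL80 and PHE1 were left out of the list and not looked up), from each list up to 5 genes with a peak by highest matrix score, of which the text gives a part, and for each of the 4 spacings the 3 peaks whose pair had the highest sum of scores. The genes at the highest-scoring sites, and those in the other observations, fall outside this rule and were picked after their values were seen. The alternatives were another form of the box, other unbound regions, other widths and models, other distance conventions and thresholds, other promoter lengths and other gene windows.

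The steps were tested on simulated data. In 1000 simulated sequences, the matrix differed from the planted base shares by at most 3.29 percentage points. Of 40 simulated sets of pairs with 1 distance raised 2.5-fold, 92.5% were called, and 2.5% of those without. The simulated baseline was even and its pairs were independent. The real baseline is uneven, and its sets draw again and again on at most 1488 distinct pairs. The 2.5% therefore does not carry over to the real test. Of 200 simulated lists of 25 genes with 2.5 times as many bound genes, 88.5% were called, and 3% of random lists. Of 60 simulated profiles with a periodic modulation of 30%, 100% were called, and 5% of those without. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used. Binding intensities, the regions specific to either complex and the peaks of SEP3-AG were not analysed here.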

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

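The test of the periodicity in unbound regions was chosen only after the distances had been seen, as were the measure of periodicity itself and Fisher's exact test on distances. Pairs of CArG sites in SEP3-AG IAP1 peaks recurred about every 10 bp, close to 1 turn of the DNA helix, which the paper does not report. At a period of 10.5 bp, the number of the 790 pairs with centres 20 to 80 bp apart was modulated by 34.3% ± 4.88 (bootstrap SD) of the mean count, where counts drawn from the smoothed profile gave 6.36% on average (n = 790 pairs, one-sided p = 1e-04, the smallest that 10000 simulations can give). In unbound regions, 1538 pairs were modulated by 13.8% ± 3.35 (bootstrap SD). Over a range of periods, modulation was largest at 10 bp in the peaks and at 10.1 bp in these regions. With 1 site per 1000 bp it was largest at 10 bp and 11.1 bp. The 2 sets were compared at 10.5 bp alone. Modulation in the unbound regions was lower there than in the peaks (n = 1538 pairs, bootstrap p of the difference = 5e-04, the smallest that the bootstrap can give). It was itself above chance (n = 1538 pairs, one-sided p = 0.0011 over 10000 simulations). These regions were not matched to the peaks in GC content or origin, so the difference cannot decide whether base composition is the whole cause. Composition, or weakly bound sites among the unbound regions, may account for part. Related sequences counted more than once are argued against by 591 pairs, 1 per peak with 91 related peaks left out, which were modulated by 40.4% (n = 591 pairs, p = 1e-04). At the stricter threshold of 1 site per 5000 bp, 280 pairs were modulated by 25.9% ± 8.11 (bootstrap SD, n = 280 pairs, one-sided p = 0.0102 over simulated counts). For so few pairs, counts drawn from the smoothed profile gave 10.8% on average. Some modulation thus remained, which argues against weak sites near the threshold as the whole cause. How much of it was kept cannot be told. No biological explanation was tested, since a single complex was analysed here.

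Several distances beside those the paper names were enriched both by the binomial test and by Fisher's exact test after adjustment over 61 distances. The latter used all candidate unbound regions, not matched to the peaks in GC content or origin. The enrichment over the matched sets was 4.14 at 26 bp, 1.99 at 33 bp, 2.52 at 35 bp, 2.09 at 36 bp, 3.67 at 37 bp and 3.41 at 45 bp. These sizes depend on the uneven unbound baseline, as the ratio to the count at neighbouring distances in the peaks was 1.83, 1.13, 1.91, 1.85, 1.39 and 1.45, in the same order. Other distances were depleted in both tests, with 0.213 at 50 bp, 0.471 at 53 bp and 0.339 at 79 bp, where the ratio to neighbouring distances was 0.255, 0.930 and 0.748. All of these are between the edges of the 10 bp cores, and another way of counting distance shifts them. The 20 pairs at 37 bp are the same pairs as those 47 bp apart from centre to centre.

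Gene lists that the paper does not examine over the whole peak list had more bound genes than random lists. These were matched on window length alone, not on GC content or on the shares of promoter, intron and exon. The ratio was 2.66 for other MIKC MADS genes, 2.63 for sepal and petal genes, 2.20 for floral MADS genes and 2.15 for genes of flowering time and the meristem. With the window from 1000 bp upstream to the end of the gene, the sepal and petal genes no longer passed (ratio 1.65, n = 19 genes, one-sided adjusted p = 0.319 against random lists).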

How the results depend on the processing

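No paired analysis was possible because a single complex was analysed here and its replicates were combined by the authors. For the same reason no replicate could be left out, and the planned use of only the higher-scoring peaks was not run, as the list has no score. The shares of peaks with a CArG box and in promoters stayed above those of unbound or random regions under each alternative tried for them. The number of gene lists past the threshold was 4, and 3 with the shorter window, 5 with the nearest gene start and 4 by Fisher's exact test. For the matrix, the AUC was 0.814 with 10 bp, 0.943 in the central 200 bp and 0.894 without the palindrome constraint. For the k-mer model it was 0.799 with 8-mers, 0.850 in the central 200 bp and 0.735 with a penalty C of 0.1, the last chosen after seeing the data.

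The spacings changed direction under some alternatives. For the distance conventions, the same number of bp picks out other pairs. Thus 47 bp from centre to centre is 37 bp between the cores (20 pairs), and 25 bp between the 16 bp sites is 31 bp between the cores (7 pairs). For the other alternatives the cause was not tested. Measured between the 16 bp sites, the enrichment was 0.486 at 25 bp, 0.511 at 47 bp and 1.28 at 57 bp. From centre to centre it was 0.762 at 34 bp, 3.47 at 47 bp and 1.24 at 57 bp. With 1 site per 1000 bp it was 2.27 at 34 bp and 1.12 at 57 bp. With 1 site per 5000 bp it was 2.48 at 34 bp, 0.750 at 47 bp and 0.200 at 57 bp, and no value could be had at 25 bp, where the unbound sets held no pair. With neighbours of 1 bp it was 2.00 at 34 bp, 1.72 at 47 bp and 0.532 at 57 bp. Against neighbouring distances it was 1.19 at 57 bp. By Fisher's exact test on distinct pairs of unmatched unbound regions, chosen after seeing the data, it was 2.55 at 34 bp and 1.03 at 57 bp.

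With the window from 1000 bp upstream to the end of the gene, 3 sepal and petal genes had a peak (n = 19 genes, adjusted p = 0.319, one-sided). With each peak given to the nearest gene start, the 10 carpel and ovule genes passed the threshold (n = 32 genes, adjusted p = 0.0028). Of 68 alternatives, 43 were classed as the same result, 9 as stronger, 1 as weaker, 6 as moved and 9 as reversed. The class of the same result allowed changes in value. It holds the changes from 4 gene lists past the threshold to 3 and to 5. It also holds the box share of 80.0% with at most 1 mismatch, against 16.0% in the main setting. The spacing of 25 bp from centre to centre is in it too, although that did not pass after adjustment. A spacing was classed as reversed where its enrichment crossed 1, whatever the p-value. At 57 bp such values ran from 1.03 to 1.28, against 0.941, and none passed its test. Those of 0.762 at 34 bp from centre to centre and 0.750 at 47 bp with 1 site per 5000 bp did not pass either. Those of 0.486 at 25 bp and 0.511 at 47 bp between the 16 bp sites passed only before adjustment.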

Differences from the paper's values

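In the main setting, the number of peaks and the spacing enrichments did not differ from the paper's by more than 1.5 times. At each named spacing 1 or more of the other settings did. The number of peaks was bound to match, as the list is the authors' own. At 34 bp and 47 bp the difference came close to that limit, and the paper's values were read by eye, so the rule is a loose one there. The main setting was fixed before the data were examined, except for the penalty of the k-mer model. As an AUC cannot exceed 1, such a rule could hardly tell AUC values apart, and they are set side by side below. The paper marks 25 and 34 bp as the preferred spacings of SEP3-AG IAP1 and states that those of SEP3-AG were lost, over the regions specific to SEP3-AG IAP1. The paper's methods name canonical CArG boxes for this step, and the pairs here are of matrix sites. Over all peaks, a wider set, 25 bp was enriched (2.32, against about 1.9 in Fig. 4e, read by eye), but not between the 16 bp sites (0.486), and from centre to centre (1.67) it did not pass after adjustment (adjusted p = 0.0732, exact binomial test), while 34 bp did not pass the exact binomial test (1.57, against about 2.3 in Fig. 4e, read by eye; p = 0.0508). The 34 bp spacing passed, also after adjustment over distances, with 1 site per 1000 bp (2.27) and with neighbours of 1 bp (2.00). It also passed by Fisher's exact test on distinct pairs of unmatched unbound regions (2.55), chosen after seeing the values, and only without adjustment with 1 site per 5000 bp (2.48). It did not pass the exact binomial test against neighbouring distances (1.45, p = 0.106) or between the 16 bp sites (1.72, p = 0.117), and from centre to centre it was 0.762. At 47 bp, the value of 1.32, against about 0.9 in Fig. 4e, read by eye, did not pass, but with neighbours of 1 bp (1.72) and from centre to centre (3.47) it did, while it was lower between the 16 bp sites (0.511) and with 1 site per 5000 bp (0.750). At 57 bp the value was 0.941, against about 1.0 in Fig. 4e, read by eye.

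In Fig. 4d the k-mer model of SEP3-AG IAP1 has an AUC no lower than that of the matrix, over the specific regions. Over all peaks, the matrix (0.912, against about 0.82 printed in Fig. 4d) was above the 6-mer model (0.767, where the paper's value for its own k-mer method is 0.84). A matrix of 10 bp (0.814) and 6-mers in the central 200 bp (0.850) gave values nearer to the paper's.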

Other observations

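Genes of the AP2 clade, which repress flowering or specify the outer floral organs and are targets of miR172, were put together as a group only after their peaks had been seen, so their number was not tested. Of AP2, TOE1, TOE2, TOE3, SMZ and SNZ, 5 had a peak. SMZ (AT3G54990), on chromosome 3, had 2 upstream peaks, and the site TTTCCTTATTTGGTAA in the peak from 20378989 to 20379388 scored 16.5 bits. SNZ (AT2G39250), on chromosome 2, had the site TTTCCGTATATGGTAA at 15.4 bits in a peak 792 bp upstream of its start, and TOE3 (AT5G67180), on chromosome 5, the site TTTCCCATAATGGCAA at 15.0 bits in a peak 1349 bp upstream. TOE1 had a peak in an intron and another downstream. The peak 1648 bp upstream of AP2 had a best site of 4.93 bits, below the threshold of 7.80 bits, and TOE2 had no peak.

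Among the MADS genes of flowering time, SOC1 and its relatives AGL14, AGL19 and AGL42 all had peaks, whereas AGL71 and AGL72 had none, and of FLC, FLM and MAF2 to MAF5, MAF2 had 1 and the others had none. The 35 genes with 3 peaks in their window, the highest number for any gene, include SEP3 and SOC1. These were picked after their values were seen.

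The 3 peaks with 3 or more canonical CArG boxes lay on chromosome 1 from 21655598 to 21655997, downstream of ZF14, on chromosome 3 from 11348111 to 11348510, upstream of AT3G29455, and on chromosome 4 from 16631143 to 16631542, in the 5′ UTR of XDH2.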
